# DNA methylation directs microRNA biogenesis in mammalian cells

**DOI:** 10.1038/s41467-019-13527-1

**Published:** 2019-12-11

**Authors:** Ohad Glaich, Shivang Parikh, Rachel E. Bell, Keren Mekahel, Maya Donyo, Yodfat Leader, Ronna Shayevitch, Danna Sheinboim, Sivan Yannai, Dror Hollander, Ze’ev Melamed, Galit Lev-Maor, Gil Ast, Carmit Levy

**Keywords:** DNA methylation, miRNAs

## Abstract

MicroRNA (miRNA) biogenesis initiates co-transcriptionally, but how the Microprocessor machinery pinpoints the locations of short precursor miRNA sequences within long flanking regions of the transcript is not known. Here we show that miRNA biogenesis depends on DNA methylation. When the regions flanking the miRNA coding sequence are highly methylated, the miRNAs are more highly expressed, have greater sequence conservation, and are more likely to drive cancer-related phenotypes than miRNAs encoded by unmethylated loci. We show that the removal of DNA methylation from miRNA loci leads to their downregulation. Further, we found that MeCP2 binding to methylated miRNA loci halts RNA polymerase II elongation, leading to enhanced processing of the primary miRNA by Drosha. Taken together, our data reveal that DNA methylation directly affects miRNA biogenesis.

## Abstract (web summary)

Long primary transcripts of microRNAs are co-transcriptionally cleaved by the enzyme Drosha. Here the authors suggest that DNA methylation in miRNA loci in mammalian cells increases Drosha binding, slowing RNA polymerase II elongation to enhance miRNA biogenesis.

## Introduction

MicroRNAs (miRNAs) are noncoding RNAs of about 22 nucleotides in length that play important roles in regulation of gene expression and thus in various developmental and pathological processes^1,2^. miRNAs can be either intergenic or intronic and are located in both coding and noncoding genes^3,4^. miRNAs are usually transcribed by RNA polymerase II (Pol II) as part of longer primary transcript known as the pri-miRNA^5^. Cleavage of pri-miRNAs occurs co-transcriptionally and is catalyzed by the RNase III enzyme Drosha. Drosha and its co-factor DGCR8 are part of the Microprocessor complex, which is involved in the early stages of processing microRNA^3,4^. Cleavage of the pri-miRNA produces the precursor miRNA hairpin (pre-miRNA), which is exported to the cytoplasm where it is cleaved by Dicer to generate the mature miRNA^6^. The mature miRNA strand is then preferentially incorporated, together with the Argonaute protein AGO2, into the RNA-induced silencing complex or RISC^3,4^.

DNA methylation, nucleosome positioning, and Pol II elongation rate are known to influence messenger RNA biogenesis^7–16^, and we reasoned that these factors might also regulate miRNA biogenesis. DNA methylation is an epigenetic marker found predominantly on cytosine in CpG dinucleotides that is written by DNA methyltransferases (DNMTs)^17^. DNA methylation is directly involved in regulation of gene expression through impacts on promoter or enhancer accessibility^18,19^. For instance, hypermethylation of promoters results in gene silencing^20^. DNA methylation is dynamically remodeled during the mammalian life cycle through distinct phases of reprogramming and de novo methylation^21^. A known reader of DNA CpG methylation is the 5-methylcytosine-binding protein MECP2^22,23^. MECP2 is involved in transcription regulation, miRNA processing, and precursor messenger RNA (mRNA) splicing^24–27^.

DNA methylation is known to influence the splicing machinery^25,28–32^. Exon sequences tend to have higher methylation levels than the flanking intron sequences, and constitutively spliced exons have higher methylation levels than alternatively spliced exons^30^. Exons also have higher GC content than introns, and GC content is directly correlated with DNA methylation levels^33,34^. Moreover, DNA methylation influences alternative splicing by mediating the binding of several proteins^25^. One of these proteins is MeCP2, which binds to methylated DNA to promote a kinetic coupling between the elongation rate of Pol II and splicing^29^.

Interestingly, in miRNA loci that have promoters with high levels of CpG dinucleotides, alteration of methylation decreases levels of miRNA expression^35–38^. Moreover, methylation levels over miRNA genomic regions are significantly higher than methylation levels over protein coding genes^39^, and the proportion of miRNAs that reside directly inside CpG islands is higher than expected^40^. DNA methylation in the miRNA gene body suggests that DNA methylation is directly involved in the regulation of miRNA biogenesis; here we interrogate this hypothesis.

Pol II is a major regulator of various RNA-processing events including splicing, capping, and polyadenylation of mRNAs^41,42^. The C-terminal domain (CTD) of the largest subunit of Pol II is differentially phosphorylated during transcription. In the form of Pol II that initiates transcription, the CTD is phosphorylated on Ser5 (pSer5), whereas during elongation, the Ser5 phosphates are removed and the CTD is phosphorylated on Ser2 (pSer2)^43,44^. The existence of phosphorylation at Ser5 without pSer2 implies Pol II pausing^45^. It has been shown that if Pol II is bound on exons it is predominantly phosphorylated at Ser5^46^. This suggests that this modification may induce a pause in transcription to allow the nascent exon to be recognized by the splicing machinery^45^.

In the analyses described here, we found that miRNAs encoded by loci in which the regions flanking the pre-miRNA coding sequence are highly methylated are characterized by significantly higher levels of mature miRNA expression and higher evolutionary conservation compared to the loci that are not methylated or that do not have differential methylation. We further found that biogenesis of the miRNAs encoded by the highly methylated DNA is more perturbed upon changes in methylation than is biogenesis of those miRNAs encoded by unmethylated DNA. miRNAs from methylated loci are significantly downregulated in response to methylation removal and also have a lower Drosha occupancy over their genomic regions compared to those from unmethylated loci. We also found that the rate of Pol II elongation is slower across methylated miRNA loci than unmethylated loci and that the increased Pol II elongation rate results in reductions in mature miRNA levels. We discovered that MeCP2 binds to methylated CpG to act as a roadblock to Pol II elongation to enhance miRNAs biogenesis. Finally, we found that methylated miRNAs are significantly enriched with cancerous phenotypes compared to unmethylated miRNAs.

## Results

### DNA methylation marks the locations of pre-miRNA boundaries

To test if DNA methylation affects miRNA biogenesis, we first analyzed the GC content (the proportion of guanine and cytosine nucleotides relative to the total number of nucleotides) of all pre-miRNA loci in the human and mouse genomes. Pre-miRNA loci were scaled to a length of 100 base pairs (bp) and a mean GC level was determined for each base pair. Pre-miRNA coding regions have higher GC content compared to the adjacent upstream and downstream regions (Fig. 1a, top panel). We repeated this analysis with the CpG dinucleotide content (the proportion of CpG dinucleotides relative to the total number of dinucleotides) and observed the same result (Fig. 1a, middle panel). The higher frequency of CpG dinucleotides offers a higher chance for CpG methylation to occur in these regions.

**Fig. 1:**
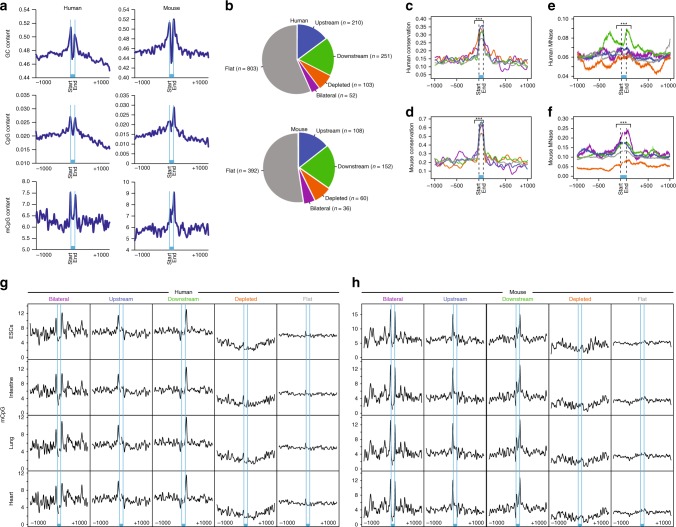
Methylation marks the locations of pre-miRNA boundaries at the DNA level. **a** GC content (upper panel), CpG content (middle panel), and methylated CpG content (lower panel) across 100 bp of miRNA-encoding sequence and an additional 1000 bp of the flanking regions for human and mouse. The miRNA location is indicated in light blue. **b** Pie charts illustrating the different methylation profiles found in human and mouse miRNA loci. **c**, **d** Plot of mean conservation scores across 100 bp of miRNA and additional 1000 bp of the flanking regions for **c** human and **d** mouse. To evaluate statistical significance the miRNA regions (100 bp) were tested against 100 bp of adjacent upstream regions. All *t*-tests were significant with ***p < 0.0001. **e**, **f** Plots show MNase-seq signal reflective of nucleosome occupancy across 100 bp of miRNA and additional 1000 bp of the flanking regions in (**e**) humans and (**f**) mouse. To evaluate statistical significance, miRNA regions (100 bp and an additional 50 bp of the adjacent upstream and downstream regions) of bilateral, upstream, and downstream groups were tested against depleted and flat groups. All *t*-tests were significant with ***p < 0.0001. **g**, **h** miRNA methylation profiles in (**g**) human and (**h**) mouse intestine, lung, heart, and embryonic stem cells.

Next, we examined the DNA methylation levels of miRNA loci and their flanking sequences. We analyzed whole-genome bisulfite sequencing data for human H1 embryonic stem cells (ESCs)^47^ and mouse R1 ESCs^48^ obtained from the ENCODE project. Pre-miRNAs had higher levels of CpG methylation compared to their flanking regions, and methylation levels were especially high at the boundaries of pre-miRNAs in both human and mouse (Fig. 1a, bottom panel). The overall high level of DNA methylation in pre-miRNA regions suggests that DNA methylation might be important for the biogenesis of certain miRNAs.

By analysis of methylation levels of the pre-miRNA loci in both human and mouse, we identified five distinct patterns (Fig. 1b and Supplementary Data 1): methylation at both edges of the pre-miRNA (bilateral), methylation only at the 5ʹ (upstream) or 3ʹ (downstream) edge, and no methylation at pre-miRNA borders resulting from either depletion (depleted) or flattening (flat). These five miRNA groups represent 93% of all known miRNA loci of mouse and human; 7% of miRNA loci had ambiguous methylation profiles. The pre-miRNA sequences in these five groups are significantly more evolutionary conserved than their flanking sequences in both human (Fig. 1c) and mouse (Fig. 1d), and the methylated pre-miRNA loci (bilateral, upstream, and downstream; hereafter referred to as methylated miRNAs) are more evolutionary conserved than the unmethylated pre-miRNA loci (depleted and flat; hereafter referred to as unmethylated miRNAs) (Fig. 1c, d). Nucleosome position is highly correlated with DNA methylation pattern throughout the genome as DNA methyltransferases preferentially target nucleosome-bound DNA^49^. We reasoned that higher nucleosome occupancy might serve as an additional epigenetic marker for miRNA biogenesis. In support of this hypothesis, nucleosome occupancy was significantly higher over loci of methylated miRNAs than unmethylated miRNAs in both human (Fig. 1e) and mouse (Fig. 1f) ESCs.

We found that the methylation patterns of these five groups are the same as those observed in ESCs in various tissues from both human and mouse, including intestine, lung, heart, skin, liver, kidney, and brain as shown by the ENCODE project (see methods) (Fig. 1g, h and Supplementary Fig. 1). This indicates that methylation patterns of miRNA loci are conserved from the embryonic to the differentiated stage in a species-specific manner and across the various cell types in an organism. In addition, the CpG content was mostly correlated with methylation pattern (Supplementary Fig. 2). Altogether, these findings strengthen our hypothesis that DNA methylation regulates miRNA expression.

### DNA methylation affects miRNA biogenesis

In order to examine the influence of DNA methylation on biogenesis of miRNAs, we analyzed the expression levels of mature miRNAs in mouse ESCs (see methods for specific GEO accession numbers). We selected miRNAs from the top and bottom quartiles with respect to miRNA expression, and we plotted the frequencies of CpG methylation across their loci (Fig. 2a). Around the miRNA borders, levels of CpG methylation significantly correlated with levels of miRNAs expression, strengthening the notion that methylation is involved in miRNA biogenesis.

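The methods name a NanoString assay as the source of miRNA levels in WT R1 mouse ESCs, an embryonic stem cell line, and the expression quartiles of Fig. 2a were assumed here to come from it. The levels of mature miRNAs were measured in 2 replicates with the NanoString nCounter assay, which counts single miRNA molecules through a barcoded probe for each miRNA. Of the 566 probes for mouse miRNAs, 437 could be placed by name in either the methylated groups of Supplementary Data 1 (bilateral, upstream and downstream; 178 miRNAs) or the unmethylated groups (depleted and flat; 259 miRNAs). These were ranked by the mean log2 level of the WT replicates, with 109 miRNAs in each of the top and bottom quartiles. The top quartile began at 144 normalized counts and the bottom quartile ended at 21.4 normalized counts. Methylated miRNAs made up 47 of the 109 miRNAs in the top quartile (43.1%) and 44 of the 109 in the bottom quartile (40.4%), a difference of 2.75 percentage points (Fisher's exact test over miRNAs, two-sided, p = 0.784). The downstream group had 27 miRNAs in the top and 19 in the bottom quartile, and the upstream group 15 and 20. When all probes were ranked and miRNAs not listed in Supplementary Data 1 were counted as not methylated, the difference was -2.13 percentage points (Fisher's exact test, p = 0.799). The mean WT level was 6.13 for methylated and 6.09 for unmethylated miRNAs on the log2 scale (permutation test over miRNAs, two-sided, p = 0.884). The bottom quartile lies below the mean of the probes for viral miRNAs (31.5 normalized counts), so the order of the miRNAs within it is not resolved. The CpG methylation signal that the paper plotted for its quartiles is not analysed here.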

**Fig. 2:**
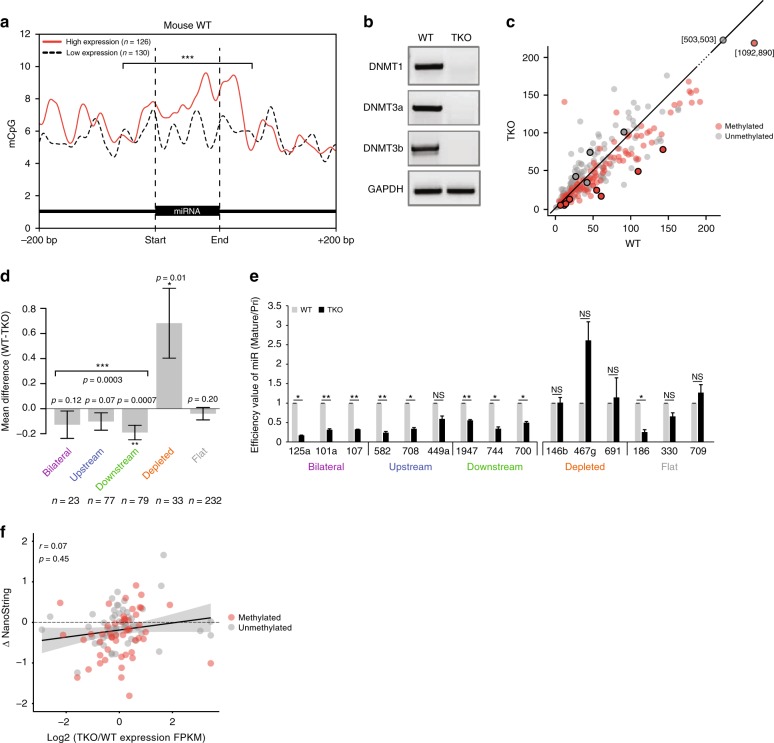
DNA methylation affects miRNA biogenesis. **a** Mean methylated CpG signal plotted across 100 bp of miRNA region and an additional 200 bp of the flanking regions for top and bottom quartiles of miRNA expression. The miRNA region (100 bp) and 25 flanking bp between the two groups were tested for statistical significance. ***p < 0.0001; *t*-test. **b** Quantification of DNMT genomic presence by PCR for WT and TKO mouse ESCs. *GAPDH* was used as the loading control. Source data are provided as a Source Data file. **c** NanoString microarray miRNA expression data in WT vs. TKO cells. Representative miRNAs used for validation are highlighted with open black circles. **d** Plot of the mean differences in mature miRNA expression in WT vs. TKO mouse ESCs. miRNA expression was compared between WT and TKO cells within each group and for all the methylated groups together using one-sided paired *t*-test. *p*-values are given above each bar. **e** Efficiency values, calculated as the level of mature miRNA divided by the level of pri-miRNA for the methylated miRNAs and unmethylated miRNAs in WT and TKO mouse ESCs. Data were normalized to *RPLP0* for pri-miRNAs and U6 for mature miRNAs. Error bars represent ± SEM (*n* = 3). * represents *p* < 0.05; ** represents *p* < 0.01; NS = Not Significant; *t*-test. Source data are provided as a Source Data file. **f** Plot of differential gene expression (log2 FPKM of WT/TKO) vs. differential mature miRNA expression as measured by NanoString analysis. *R*- and *p*-values of Pearson’s product-moment correlation are given.

We then analyzed miRNA expression in mouse ESCs in which all the three genes encoding DNMTs are knocked out^50^. These triple-knockout (TKO) cells lack any DNA methylation activity (Fig. 2b). 

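Levels of mature miRNAs in WT R1 ESCs and in R1 ESCs without DNMT1, DNMT3a and DNMT3b (TKO) were compared over 2 replicates of each genotype. The labels of the samples state that the cells were differentiated for 4 days, which the paper's text does not state for these samples. The authors normalized the counts with the nSolver software and deposited log2 values, here turned back to normalized counts. The deposited values come from whole counts multiplied by 1 factor per sample, which was 1.07 in WT replicate 1, 0.971 in WT replicate 2, 0.988 in TKO replicate 1 and 1.07 in TKO replicate 2. Dividing by these factors gave whole numbers within 0.05 for 100% of the values in each sample. The recovered counts summed to 551277 and 613666 in the WT replicates and to 511661 and 538367 in the TKO replicates. The 3 most abundant miRNAs took 40.3% and 40.6% of the mouse signal in WT cells and 44.8% and 50.4% in TKO cells. Pearson's correlation of the log2 values over probes was 0.987 between the WT replicates and 0.986 between the TKO replicates, and lay between 0.947 and 0.951 across genotypes. The table holds 599 probes, of which 33 target viral miRNAs and served here as an estimate of background. Their mean plus 2 SD was 69.2 normalized counts, and 238 of the 566 mouse miRNA probes (42.0%) had a mean above it. Differences are given as TKO minus WT on the scale of log2 of the normalized count plus 1, which understates the change of miRNAs with low counts. The median difference over all mouse probes was -0.12, and the mean difference of the viral probes was -0.032, so that the zero point depends on how the samples were scaled. The highest levels in WT cells were those of miR-294 (100699 ± 2028 normalized counts, SD over the replicates), miR-295 (74438 ± 168) and miR-720 (62571 ± 7550).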

We compared the expression of methylated miRNAs and unmethylated miRNAs in wild-type (WT) and TKO cells. 

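In TKO cells, 112 of the 178 methylated miRNAs (62.9%) and 149 of the 259 unmethylated miRNAs (57.5%) had a lower mean level than in WT cells. The shares differed by 5.39 percentage points (Fisher's exact test over miRNAs, two-sided, p = 0.276). Without WT replicate 1 the difference was -4.44 percentage points, with 50.0% of methylated and 54.4% of unmethylated miRNAs lower. With each sample divided by its sum, 50.6% of methylated and 46.3% of unmethylated miRNAs were lower. The median log2 difference was -0.13 for methylated and -0.11 for unmethylated miRNAs. The means were -0.14 and 0.036, and this difference of -0.18 was past the threshold (permutation test over miRNAs, two-sided, p = 0.0139), although miRNAs are not independent replicates. It was -0.064 (permutation test, p = 0.233) when the 25 probes of a germline miRNA cluster on the X chromosome were left out, which was chosen after seeing the data. Averaging miRNAs whose precursors lie within 10 kb of each other, which was set before, gave -0.096 (permutation test, p = 0.148). For single miRNAs, limma with Benjamini-Hochberg adjustment over the 566 probes called 24 lower and 24 higher in TKO cells. Of the 16 called methylated miRNAs 13 were lower, and of the 24 called unmethylated miRNAs 8 were lower and 16 higher. Of these 16 rises, 10 belong to the germline cluster on the X chromosome and 4 to the miR-302 cluster. The miR-17-92 family supplies 3 of the 13 methylated and 4 of the 8 unmethylated falls. The counts are therefore not those of independent miRNAs. With 3 samples, limma called 14 without WT replicate 1 (1 lower and 13 higher, and 48 lower and 54 higher at an unadjusted p under 0.05), 9 without WT replicate 2 (1 lower and 8 higher, and 63 lower and 38 higher unadjusted) and 0 without TKO replicate 1 (75 lower and 39 higher unadjusted) or TKO replicate 2 (64 lower and 37 higher unadjusted). The smallest adjusted p was then 0.0633 without TKO replicate 1 and 0.0722 without TKO replicate 2, both of miR-465c-5p at log2 differences of 4.04 and 3.99, so a call lost with 3 samples does not show a smaller difference. The largest fall was that of miR-363 in the downstream group, from 330 ± 21.3 to 55.4 ± 5.54 normalized counts (mean ± SD), a log2 difference of -2.55 (SE 0.16, adjusted p = 0.00473 from limma). It was followed by miR-211 (-2.40) and miR-18b (-1.88) of the flat group, miR-124 (-1.84), which is listed under more than 1 group, and miR-582-5p (-1.62) of the upstream group. The largest rises were those of miR-880 (4.09), miR-465c-5p (4.02), miR-881 (3.57), miR-302a (3.46) and miR-465a-5p (3.37), all of the unmethylated groups. The WT means of these 5, and the TKO means of the falls other than miR-124, lie below the background of 69.2 normalized counts, so the sizes and their order are not resolved. For miR-582-5p the WT mean (39.1 normalized counts) lies below it as well.

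**Figure D1:**
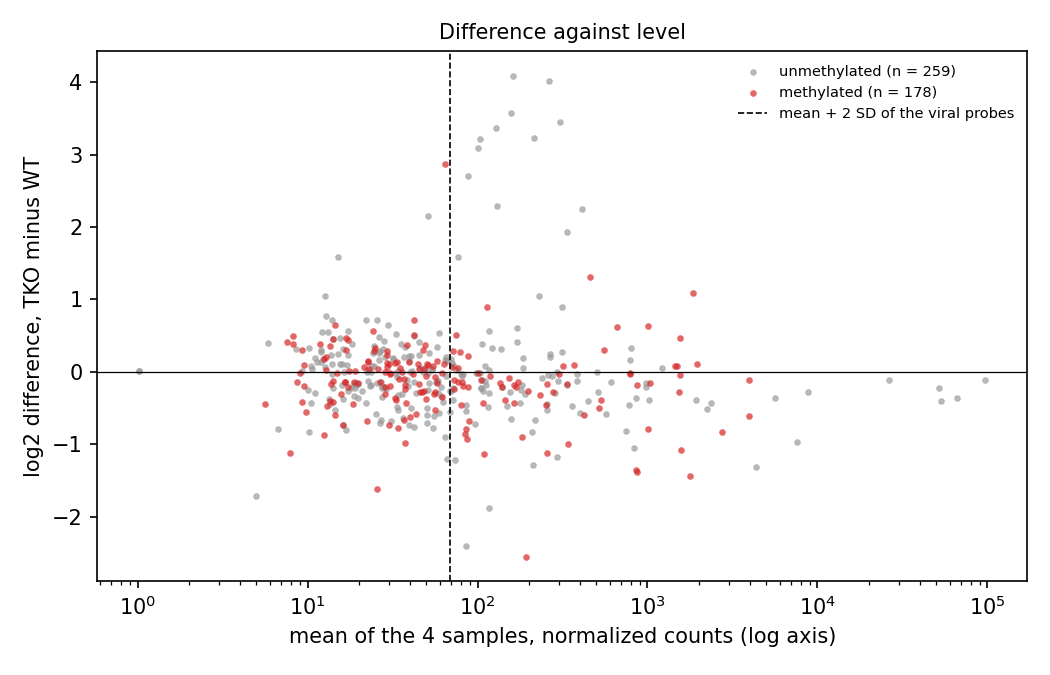
Log2 difference between TKO and WT mouse ESCs (y axis) against the mean of the 4 samples in normalized counts (x axis, log scale), 1 point per miRNA, for 178 methylated and 259 unmethylated miRNAs. The dashed line is the background of 69.2 normalized counts from the viral probes, and most differences above 2 belong to unmethylated miRNAs.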

Methylated miRNAs were mostly downregulated, whereas unmethylated miRNAs did not exhibit a specific trend (Fig. 2c). Next, we compared the mean expression of each miRNA group between WT and TKO mouse ESCs. 

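The NanoString probes measure mature miRNAs, so the levels compared for each group are those of the mature form and not a ratio to the pri-miRNA. The mean log2 difference was -0.087 for the bilateral miRNAs (SEM over miRNAs 0.10, n = 22 miRNAs, one-sided paired t-test over miRNAs, p = 0.204). It was -0.10 for the upstream miRNAs (SEM 0.069, n = 76, p = 0.0693 from the same test) and -0.19 for the downstream miRNAs (SEM 0.056, n = 80, p = 0.000406). Over all methylated miRNAs it was -0.14 (SEM 0.041, n = 178, p = 0.000297), from mean log2 levels of 6.23 and 6.03 in the WT replicates and 5.94 and 6.02 in the TKO replicates. The pooled SD between replicates of these group means was 0.11, against a difference of -0.14, and WT replicate 2 and TKO replicate 2 had nearly the same mean. Without WT replicate 1 the mean difference was -0.041 (n = 178 miRNAs, p = 0.182), and without WT replicate 2 it was -0.24. The downstream mean was -0.10 without WT replicate 1 (n = 80 miRNAs, p = 0.0443). A test that takes the samples as replicates did not call the methylated groups together lower (n = 178 miRNAs, fry p = 0.244). It did not call the downstream group either (n = 80, fry p = 0.130). camera gave p = 0.420 and p = 0.227 for these sets. It compares a set with the other probes, so it cannot tell whether the set is lower in TKO than in WT cells. The scaling of the samples moved the mean of the methylated groups most. With each sample divided by its sum, the mean of the methylated groups was -0.012 (n = 178 miRNAs, p = 0.388) and the median of all mouse probes moved to 0.0089. The paper compared the mean level of each group between the genotypes, and from lower levels of methylated miRNAs in cells without the mark it reasons that DNA methylation takes part in the making of miRNAs.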

In both cell types, we measured the ratio of mature miRNA to pri-miRNA and found that levels of the methylated groups (bilateral, upstream, and downstream) were significantly downregulated (Fig. 2d). 

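The depleted miRNAs had a mean log2 difference of 0.58 (SEM over miRNAs 0.28, n = 28 miRNAs, one-sided paired t-test over miRNAs toward higher levels, p = 0.0225), with mean log2 levels of 5.46 and 5.35 in the WT replicates and 5.92 and 6.05 in the TKO replicates. The test that takes the samples as replicates called the group higher (n = 28 miRNAs, fry p = 0.0144). camera gave p = 0.0108 toward higher levels (n = 28 miRNAs). camera compares the set with the other probes, so it cannot tell whether the set is higher in TKO than in WT cells. The median of the group was -0.00035, with 14 miRNAs higher and 14 lower in TKO cells. Averaging miRNAs whose precursors lie within 10 kb of each other gave a mean of 0.059 (n = 19, p = 0.394). The flat miRNAs had a mean of -0.031 (SEM 0.047, n = 231, p = 0.260 toward lower levels) and a median of -0.11, with 135 lower and 96 higher. Their mean was 0.054 without WT replicate 1 and -0.12 without WT replicate 2 (n = 231 miRNAs, p = 0.00921), so its sign rests on single samples.

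**Figure D2:**
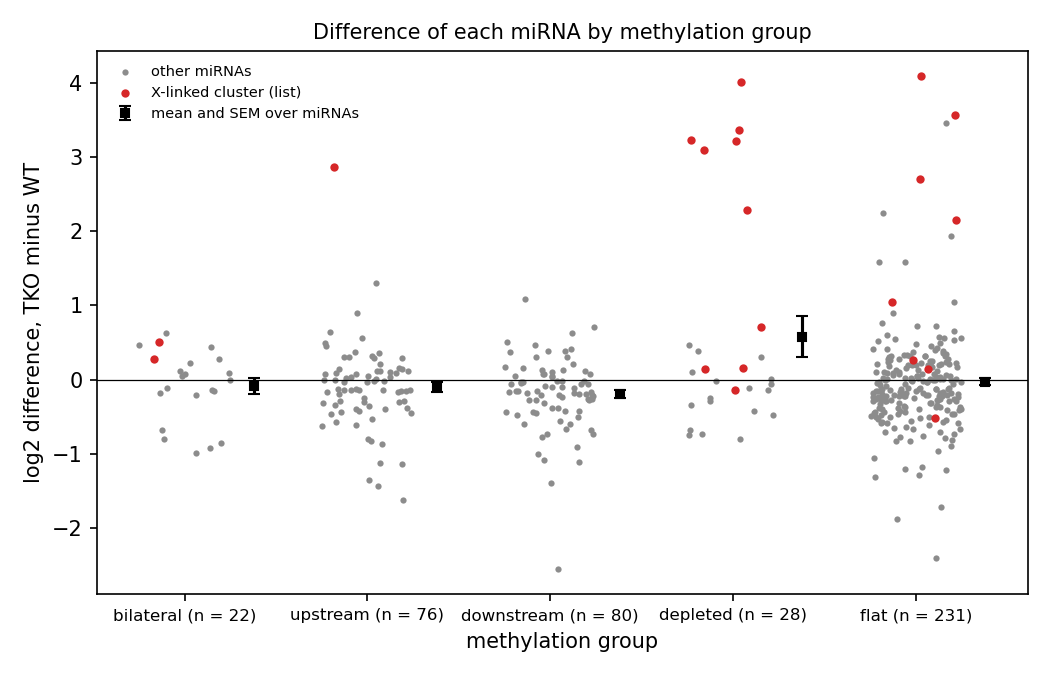
Log2 difference between TKO and WT mouse ESCs (y axis) for each miRNA of the 5 methylation groups (x axis), with the group mean and SEM over miRNAs as black squares and bars. Red points are probes of the germline miRNA cluster on the X chromosome, which hold the highest values of the depleted group.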

Interestingly, the levels of the miRNAs in the depleted group were significantly upregulated in TKO cells, whereas the expression of miRNAs in the flat group did not differ (Fig. 2d). 

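The largest rises in the depleted group were those of miR-465c-5p, from 30.0 ± 1.55 to 500.2 ± 11.3 normalized counts (mean ± SD), miR-465a-5p, from 21.9 ± 0.778 to 236 ± 0.445, and miR-465b-5p, from 40.4 ± 4.93 to 389 ± 75.1. Their adjusted p values from limma were 0.00228, 0.00228 and 0.00473, and their WT means lie below the background of the viral probes. The largest falls were those of miR-92b (-0.81), miR-500 (-0.74) and miR-466i (-0.74), none of them called and all below background. Leaving out the largest, the 2 largest and the 3 largest changes gave group means of 0.45, 0.34 and 0.23, and trimming 10% at each end 0.43. The miR-465 genes belong to a cluster of germline miRNAs on chromosome X, whose 21 positioned precursors lie between 66776757 and 68010179 in GRCm38.p6. It supplies 10 of the 28 depleted miRNAs, with a mean log2 difference of 2.01 and 9 of 10 higher in TKO cells. The other 18 depleted miRNAs had a mean of -0.21, with 13 lower and 5 higher and none above 0.5.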

Since the depleted group is one of the smallest, it is much more susceptible to outliers than are the other groups. Moreover, additional factors that influence DNA methylation probably regulate expression of these miRNAs, and expression of these factors themselves might be influenced by levels of DNA methylation. For example, it might be that methylation removal influences Drosha activity or that Dicer or other factors that are active in the cytoplasm might impact expression of mature miRNAs.

We next validated the observations made at the group level by measuring mature miRNA levels of representative miRNAs from each group (Supplementary Data 1): bilateral (miR-125a, miR-101a, and miR-107), upstream (miR-582, miR-708, and miR-449a), downstream (miR-1947, miR-744, and miR-700), depleted (miR-146b, miR-467g, and miR-691), and flat (miR-186, miR-330, and miR-709). The miRNAs that were chosen for experimental validation are highlighted in Fig. 2c. 

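In the RefSeq annotation of GRCm38.p6, each of the 15 representative precursors lies within the span of another gene. In the bilateral group, the precursor of miR-125a is at 17830812 to 17830879 on chromosome 17 within Spaca6, that of miR-101a at 101346945 to 101347027 on chromosome 4 within the noncoding E130102H24Rik, and that of miR-107 at 34820687 to 34820773 on chromosome 19 within Pank1. In the upstream group, miR-582 lies within Pde4d and miR-449a within Cdc20b, both on chromosome 13, and miR-708 within Tenm4 on chromosome 7. In the downstream group, miR-1947 lies within Lmln on chromosome 16, miR-744 within Map2k4 on chromosome 11 and miR-700 within Rcan3 on chromosome 4. In the depleted group, miR-146b lies within the noncoding Gm36493 on chromosome 19, miR-467g within Grk4 on chromosome 5 and miR-691 within Robo2 on chromosome 16. In the flat group, miR-186 lies within Zranb2 on chromosome 3, miR-330 within Eml2 on chromosome 7 and miR-709 within Rfx1 on chromosome 8. Only gene spans were used, without the strand, so exons and introns are not told apart here.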

All miRNAs selected for validation are intronic. The choice of intronic miRNAs excludes a possible effect due to differences in promoter methylation. 

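The 15 representative miRNAs were measured by 17 probes, 11 for methylated and 6 for unmethylated miRNAs. All 11 methylated probes had a lower mean in TKO cells, and limma called 4 of them after adjustment over all probes. These were miR-582-5p, with a log2 difference of -1.62 (SE 0.25, adjusted p = 0.0285), miR-708 with -1.14 (SE 0.21, adjusted p = 0.0454), miR-1947 with -1.12 (SE 0.16, adjusted p = 0.0238) and miR-125a-3p with -0.93 (SE 0.16, adjusted p = 0.0403). With any 1 of the samples left out limma called none of the 4, while their differences kept their direction, between -1.91 and -1.34 for miR-582-5p, -1.35 and -0.93 for miR-708, -1.20 and -1.03 for miR-1947 and -1.01 and -0.84 for miR-125a-3p. Adjusted over the list alone, miR-107 (-0.86, adjusted p = 0.0440) and miR-744 (-0.74, adjusted p = 0.0200) also passed. The paper marks these miRNAs among the NanoString values (Fig. 2c) and its text does not name the values they were chosen on, so this count is not taken as independent evidence. miR-101a (-0.99), miR-449a (-0.87), miR-700 (-0.44), miR-125a-5p (-0.18) and miR-582-3p (-0.13) were not called in either way. Levels were low, and 11 of the 17 probes did not have a mean above the viral probes. The level of miR-700 was 6.42 and 6.80 normalized counts in the WT replicates and 4.94 and 4.29 in the TKO replicates, and that of miR-1947 10.7 and 11.7 in WT and 4.94 and 4.29 in TKO cells. Of the unmethylated miRNAs, none was called. The differences were 0.38 for miR-146b, 0.023 for miR-186, -0.0063 for miR-709, -0.014 for miR-691, -0.023 for miR-330 and -0.12 for miR-467g, and all but that of miR-146b changed sign under at least 1 alternative.

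**Figure D3:**
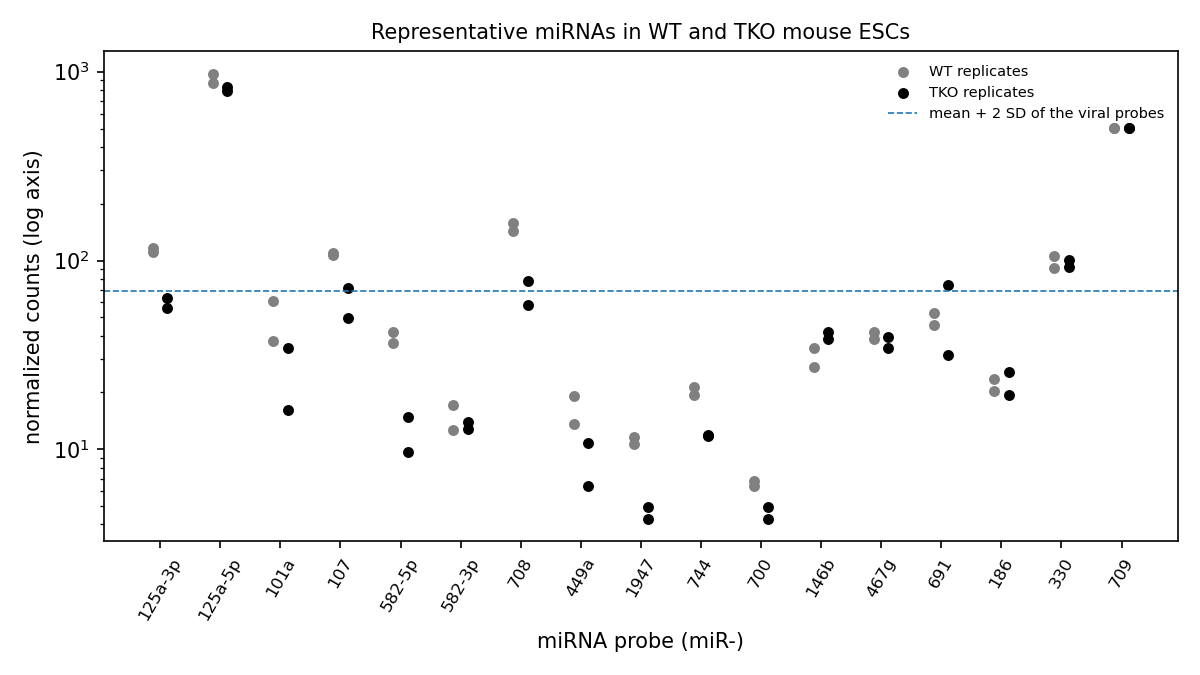
Normalized counts (y axis, log scale) of the probes for the representative miRNAs (x axis) in each WT (grey) and TKO (black) replicate. The dashed line is the background of 69.2 normalized counts, and 11 of the 17 probes have a mean that does not reach it.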

The methylated miRNAs that were chosen displayed differed considerably in expression when levels in WT and TKO cells were compared, whereas unmethylated miRNAs did not. Consistent with the global data, in the TKO cells most miRNAs from the methylated groups were significantly lower than in WT cells, and one methylation depleted miRNA was upregulated (Fig. 2e and Supplementary Fig. 3).

To rule out the possibility that the differences in mature miRNAs levels between WT and TKO cells were due to differences in gene expression, we compared the differences in mature miRNAs levels to differences in transcript levels. We found no correlation between host transcript levels and mature miRNA levels for any of the loci evaluated (Fig. 2f). The downregulation of methylated miRNAs in cells lacking this epigenetic mark implies that methylation is involved in miRNA biogenesis.

### Drosha genomic occupancy is sensitive to DNA methylation

To exclude the possibility that the differential expression in TKO cells vs. WT cells results from differential expression of proteins involved in miRNA biogenesis or RNA-binding proteins, we examine expression levels of relevant mRNAs in TKO cells compared to WT cells (see methods for specific GEO accession numbers). Of 180 genes encoding RNA-binding proteins that were identified by Treiber et al.^51^ in humans, we found that 166 have homologs in mice. There were not significant differences in expression of genes encoding proteins involved in miRNA biogenesis or RNA-binding proteins when WT and TKO cells were compared (Fig. 3a), suggesting that DNA methylation directly influences miRNA biogenesis.

**Fig. 3:**
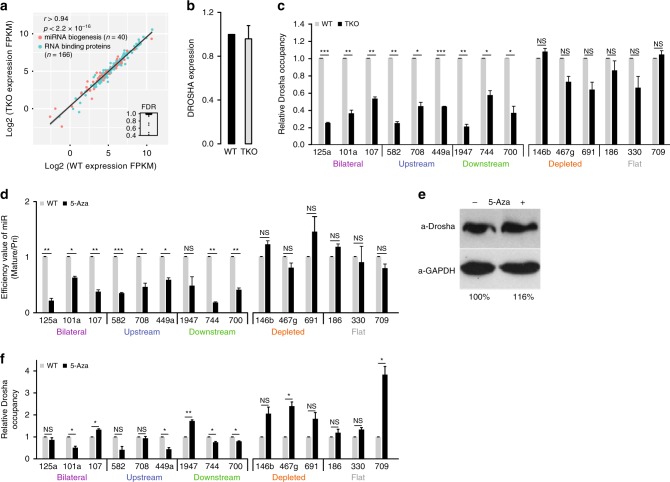
Drosha genomic occupancy is sensitive to DNA methylation. **a** Plot of expression of transcripts encoding miRNA biogenesis proteins (*n* = 40) and other RNA-binding proteins (*n* = 166) in WT vs. TKO cells. *R*- and *p-*values of Pearson’s product-moment correlation are given. **b** *Drosha* mRNA levels in WT and TKO mouse ESCs quantified by qRT-PCR. Bars represent means of three independent experiments. Values were normalized to *tubulin*. **c** Relative Drosha occupancy over miRNA genomic regions in WT and TKO mouse ESCs determined by ChIP with an antibody against Drosha. Immunoprecipitated DNA was quantified by qRT-PCR with primers spanning the indicated pre-miRNA sequences. Data were normalized to input DNA. **d** Efficiency of miRNA biogenesis measured as the ratio of mature miRNA to pri-miRNA expression levels for the indicated miRNAs in WT mouse ESCs upon treatment with 2.5 µM 5-Aza relative to vehicle control. Data were normalized to *RPLP0* for pri-miRNAs and RNU6 for mature miRNAs. **e** Drosha protein levels in untreated control WT mouse ESCs and cells treated with 2.5 µM 5-Aza. GAPDH was used as the loading control. **f** Relative Drosha occupancy over miRNA genomic regions in untreated WT mouse ESCs and cells treated with 2.5 µM 5-Aza determined by ChIP with an antibody against Drosha. Immunoprecipitated DNA was quantified by qRT-PCR with primers spanning the indicated pre-miRNA sequences of the methylated and unmethylated groups. Data were normalized to input DNA. All Error bars represent ± SEM (*n* = 3). * represents *p* < 0.05; ** represents *p* < 0.01; *** represents *p* < 0.001; NS = not significant; *t*-test. Source data are provided as a Source Data file.

To further validate these results, we performed quantitative reverse transcription-PCR (qRT-PCR) to examine *Drosha* expression in WT and TKO cells and found no significant difference (Fig. 3b). Next, we examined Drosha occupancy over miRNA loci by performing chromatin immunoprecipitation (ChIP) assays in WT and TKO cells. The presence of Drosha was significantly lower at regions encoding miRNAs from the methylated groups in the TKO cells compared to WT cells (Fig. 3c). In contrast, there was no difference in Drosha occupancy over loci encoding miRNAs from the depleted or flat groups (Fig. 3c).

To further evaluate the mechanistic link between DNA methylation and miRNA biogenesis we treated WT cells with 5-aza-2’-deoxycytidine (5-Aza), which causes demethylation of genomic DNA^52^ and a general increase in gene expression^53^. In order to specifically determine the effect of 5-Aza treatment on miRNA biogenesis, we measured the levels of mature miRNAs relative to the levels of pri-miRNA with and without 5-Aza treatment (Supplementary Fig. 4). The expression of methylated miRNAs was significantly decreased with treatment, implying that biogenesis was inhibited upon demethylation (Fig. 3d). This was not the case for miRNAs from unmethylated groups (Fig. 3d and Supplementary Fig. 4). To verify that the effect of 5-Aza treatment was not a result of different levels of Drosha expression, we analyzed Drosha protein levels. We found no significant difference in Drosha amounts between 5-Aza-treated and untreated cells (Fig. 3e).

Next, we examined Drosha occupancy over miRNA loci by performing ChIP assays in WT ESCs after treatment with 5-Aza. Upon 5-Aza treatment Drosha occupancy was significantly decreased at most of the regions encoding miRNAs from the methylated groups (Fig. 3f). In contrast, there was either no difference or an increase in Drosha occupancies over miRNAs from the depleted and flat groups (Fig. 3f). This strengthens our hypothesis that DNA methylation directly affects Drosha binding and, thus, miRNA biogenesis efficiency.

### MeCP2 binding to methylated miRNA loci slows Pol II elongation to allow miRNAs biogenesis

To determine the mechanism by which DNA methylation influences Drosha occupancy and miRNA biogenesis, we considered several pieces of evidence. First, our data demonstrate that regions that encode miRNAs from the methylated groups are occupied by nucleosomes at significantly higher frequency (Fig. 1e, f), and it is known that nucleosome occupancy^54^ and DNA methylation^55^ influence the rate of Pol II elongation. Second, Pol II elongation rate modulates the inclusion of alternatively spliced exons^41,42^. Finally, Drosha is associated with Pol II^56^. This led us to examine the involvement of Pol II in the processing of the methylated and unmethylated miRNAs. We hypothesized that DNA methylation at miRNA boundaries results in Pol II pausing, which provides time for the miRNA-processing machinery to access the newly synthesized pri-miRNA, in the same way that Pol II pausing enhances exon selection by the splicing machinery^41,42^.

To test this theory, we analyzed ChIP-seq data of total Pol II and Pol II-pSer2 derived from human HCT116 cell extracts^29,57^. To account for differences in gene expression, we normalized each signal to the value that was measured at the first base of each miRNA. Total Pol II and Pol II-pSer2 occupancies at the boundaries of the human miRNAs were higher for the methylated groups compared to the unmethylated groups of miRNAs (Supplementary Fig. 5a and Fig. 4a, respectively). Additionally, we analyzed previously published ChIP-seq data of total Pol II ChIP-seq in mouse ESCs^58^. Consistent with the results in human cells, we observed a higher Pol II signal at the boundaries of the miRNAs from the methylated groups compared to those from the unmethylated groups (Supplementary Fig. 5b).

**Fig. 4:**
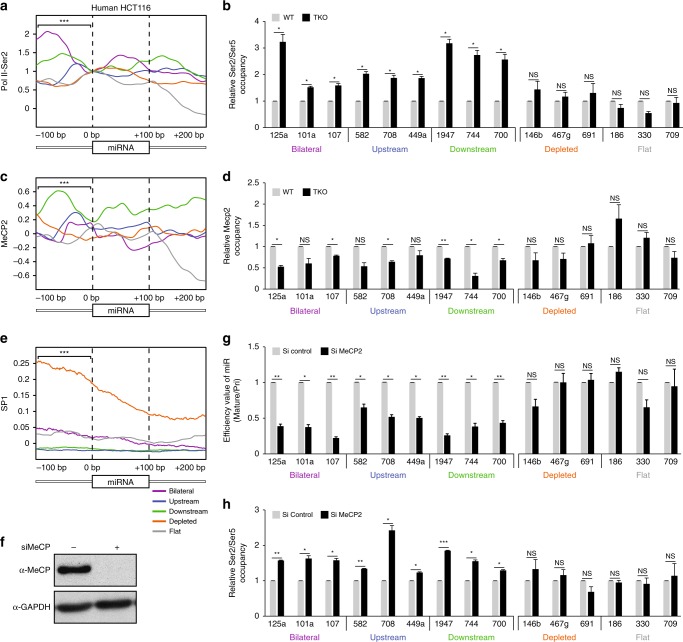
MeCP2 binding at methylated miRNA loci slows Pol II allowing miRNAs biogenesis. **a** Pol II-pSer2 occupancies for each group of miRNAs across 100 bp of miRNA region and 100 bp of the flanking regions. Regions upstream of the 5‘ ends of the pre-miRNAs between all methylated groups vs. the unmethylated groups were tested. All tests were statistically significant. ***p < 0.001; *t*-test. **b** Relative Pol II-pSer2 to Pol II-pSer5 (Ser2/Ser5) occupancies analyzed by ChIP over select miRNA regions in WT and TKO mouse ESCs. Immunoprecipitated DNA was quantified by qRT-PCR using primers spanning the indicated pre-miRNA sequences. Data were normalized to input DNA. **c** MeCP2 oc**c**upancies in regions upstream of start sites between all methylated groups vs. the two unmethylated groups were tested. All tests were statistically significant except for the test between the bilateral and the depleted groups. ***p < 0.001; *t*-test. **d** Relative MeCP2 occupancy over miRNA genomic regions in WT and TKO ESCs determined by ChIP analysis. Immunoprecipitated DNA was quantified by qRT-PCR using primers spanning the indicated pre-miRNA sequences. Data were normalized to input DNA. **e** SP1 occupancy for each group of miRNAs. The regions upstream of the start sites between all methylated groups vs. the unmethylated groups were tested. All tests were statistically significant. ***p < 0.001; *t*-test. **f** MeCP2 protein levels in WT mouse ESCs upon treatment with siMeCP2 or siControl. GAPDH was used as a loading control. **g** Efficiency values for the methylated miRNAs and unmethylated miRNAs from WT mouse ESCs upon treatment with siMeCP2 or siControl. Data were normalized to *RPLP0* for pri-miRNAs and U6 for mature miRNAs. **h** Relative Pol II-pSer2 to Pol II-pSer5 (Ser2/Ser5) occupancy analyzed by ChIP in WT mouse ESCs upon treatment with siMeCP2 or siControl. Immunoprecipitated DNA was quantified by qRT-PCR. Data were normalized to input DNA. All error bars represent ± SEM (*n* = 3); * represents *p* < 0.05; ** represents *p* < 0.01; *** represents *p* < 0.001; NS = not significant; *t*-test. Source data are provided as a Source Data file.

Pol II phosphorylation at Ser2 is associated with elongation, whereas phosphorylation at Ser5 is associated with pausing^45^, and the ratio between Pol II-pSer2 to Pol II-pSer5 can be used to infer elongation rate^44^. We therefore performed ChIP using antibodies to Pol II-pSer5 and Pol II-pSer2 in mouse WT and TKO cells. A significantly higher elongation rate was observed over loci encoding miRNAs from the methylated groups in TKO cells than in WT cells (Fig. 4b), whereas there was no significant difference for miRNA loci in the depleted or flat groups. This result supports our hypothesis that Pol II pausing at the methylated pre-miRNA boundaries promotes their biogenesis. Taken together, our data suggest that DNA methylation at the borders of pre-miRNAs slows the Pol II elongation rate and thus allows Drosha to access the pre-miRNA-processing sites.

MeCP2 is known to bind 5’-methylcytosine across the genome^22,23^, and this interaction influences Pol II elongation^25,31,59^. It was recently reported that MeCP2 interacts with the Drosha co-factor DGCR8, suggesting that MeCP2 might be involved in miRNA processing^27^. Analysis of MeCP2 ChIP-seq data from human HCT116 cells^59^ revealed significant accumulation near the start sites for miRNAs from the methylated groups but not the unmethylated groups (Fig. 4c), and the signal resembled that of Pol II (Fig. 4a). For the bilateral group we observed only a weak signal, however, this is probably due the low depth of the sequencing.

To test whether MeCP2 is associated with the biogenesis of certain miRNAs, MeCP2 occupancy over miRNAs was examined via ChIP analysis in mouse WT and TKO cells. There was significantly lower MeCP2 occupancy over miRNAs from the methylated groups in TKO compared to WT cells, but there was no significant difference over miRNAs from the unmethylated groups (Fig. 4d). This suggests that MeCP2 is sensitive to DNA methylation at the borders of pre-miRNAs and when methylation is abolished, MeCP2 binding to these regions decreases.

We also analyzed SP1 occupancy over miRNA loci as SP1 is central to maintenance of unmethylated CpG islands^60^, and its occupancy has been shown to be anti-correlated with MeCP2 occupancy^61,62^. By analysis of SP1 ChIP-seq data from human HCT116 cells^59^, we found that SP1 occupancy was significantly higher over miRNAs from the unmethylated groups compared to those from the methylated groups (Fig. 4e), suggesting that SP1 ensures that certain miRNA loci remain unmethylated.

To further investigate the role of MeCP2 in miRNA biogenesis, we inhibited expression of MeCP2 in mouse ESCs cells using an small-interfering RNA (siRNA) complementary to *MeCP2* (siMeCP2, Fig. 4f). MeCP2 deficiency led to significant decreases in levels of mature miRNAs in the methylated groups without altering levels of miRNAs in the unmethylated groups (Fig. 4g and Supplementary Fig. 5c, d). In addition, the Pol II elongation rate over the loci encoding the miRNAs in the methylated groups was significantly higher in cells deficient in MeCP2 compared to control cells, whereas the rate over the loci encoding miRNAs from the unmethylated groups did not differ (Fig. 4h). As a control, we showed that in MeCP2-deficient cells there was a decrease in MeCP2 occupancy over all tested pre-miRNA coding regions (Supplementary Fig. 5e).

Since MeCP2 binds over many genomic locations, including non-methylated miRNAs, we expected that depletion of this factor would result in a global decrease in its occupancy genome-wide. However, upon inhibition of MeCP2 expression, MeCP2 occupancy was decreased to a significantly greater extent over methylated miRNA loci than over the non-methylated miRNA loci (Supplementary Fig. 5e). In order to further strength our results, we analyzed miRNA profiling data generated from cerebellum of mice with Rett syndrome (RTT) and normal mouse cerebellum^63^. RTT is a progressive neurodevelopmental disorder caused by mutations in MeCP2^63^. The levels of methylated miRNAs were decreased in cerebellum lacking functional MeCP2, but levels of non-methylated miRNAs were unchanged (Supplementary Fig. 6). Overall, our findings suggest that MeCP2 binds over pri-miRNA coding regions that are methylated at the boundaries, which slows Pol II elongation allowing miRNA biogenesis (Fig. 5).

**Fig. 5:**
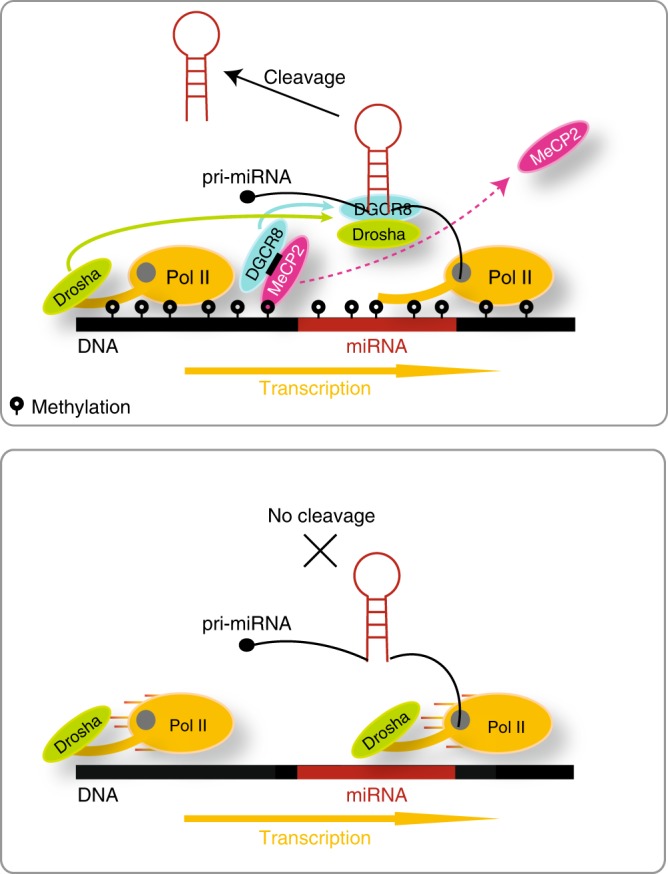
A schematic model of DNA methylation-dependent miRNA processing. Top: MeCP2 binds DGCR8 and slows Pol II elongation. This provides an opportunity for Drosha and DGCR8 to interact with the nascent pri-miRNA. Bottom: In the absence of DNA methylation Pol II-mediated elongation is rapid, and Drosha is unable to bind to the nascent pri-miRNAs.

Finally, to determine whether miRNAs grouped based on methylation status share physiological characteristics, we subjected the groups of miRNAs to KEGG pathway analysis in order to predict biological functions^64^. This analysis took into consideration the biological processes linked to predicted mRNA targets of each miRNA. Interestingly, the miRNAs from loci methylated bilaterally or only upstream or downstream of the miRNA region were more significantly enriched, on average, in cancerous phenotypes than were miRNAs depleted of methylation or those methylated to similar extents across the entire loci (Supplementary Data 2). This suggests that DNA methylation ensures tight regulation of the expression of these critical miRNAs.

## Discussion

This study demonstrates how the activity of the microRNA microprocessor machinery depends on DNA methylation. We discovered that MeCP2 binding to the DNA of methylated miRNAs halts the elongation of the RNA polymerase II, thus enhancing the primary miRNA processing by Drosha and increasing mature miRNA expression. Our data do not eliminate the possibility that additional factors regulating or affected by DNA methylation influence expression of miRNAs. For example, it might be that methylation directly influences Drosha activity. Various factors affecting Drosha cleavage sites on the pri-miRNA, determine Drosha preference for the target^65^; these factors might be influenced by DNA methylation. Moreover, expression of Dicer or other factors that are active in the cytoplasm can be affected by DNA methylation. It is also possible that the secondary or tertiary structures of DNA and RNA might be affected by DNA methylation, and these structures might influence miRNA processing. It was previously shown that secondary structures of transcripts of clustered miRNAs directly dictate which of the miRNAs are processed by Drosha^66^. Secondary structures of mRNAs have also been shown influence translation, and differences can result in atypical phenotypes^67–69^. Other factors like metabolism, diet, lifestyle, and environmental and chemical stressors affect the DNA methylation patterns in mammalian cells^70^ dictating the downstream effect on miRNA expression via Drosha or Dicer^71^, either directly or indirectly.

miRNAs regulate differentiation, proliferation, and apoptosis—processes vital to normal cell development, as well as cancer initiation and progression^72^. Depending on their target genes, miRNAs may function as oncogenes or tumor suppressors^72^. Thus, they can serve as cancer biomarkers^73^ and may have a therapeutic potential^74^. That miRNAs participate in multiple essential processes requires that their expression by tightly regulated. Our data support the hypothesis that methylation of miRNA loci is a pivotal regulator of mature miRNA levels: A high frequency of methylation of regions flanking the pre-miRNA coding sequence results in ameliorated miRNA biogenesis. Interestingly, evaluation of highly methylated miRNAs demonstrated an enrichment in cancer-related phenotypes compared to miRNAs processed from unmethylated loci. For example, miR-182 and miR-135b loci, which are highly methylated upstream of the pre-miRNA coding regions, are present at significantly higher levels breast cancer tumors than normal tissue^75^. Aberrant expression and an oncogenic role of miR-182 have also been demonstrated in gastric^76^, bladder^76^, and prostate cancer^76^. Additional research will be needed in order for fully explore the various regulators of miRNA expression.

## Methods

### Genomic coordinates of miRNAs

Genomic coordinates of human (GRCh37/hg19) and mouse (GRCm38/mm10) miRNAs were downloaded from miRBase^77^ (miRBase v19, http://www.mirbase.org/).

### Cell culture and chemicals

WT R1 mouse ESCs and DNMT TKO ESCs were a kind gift from Professor Eran Meshorer (The Hebrew University of Jerusalem, Israel). TKO ESCs were originally generated in the lab of Professor Masaki Okano (Riken, Japan). WT and TKO R1 cells were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM) supplemented with 15% fetal calf serum, 0.29 mg ml^−1^ stable l-glutamine, 100 units ml^−1^ penicillin, 0.1 mg ml^−1^ streptomycin, 0.1 mM non-essential amino acids, 1 mM sodium pyruvate (all from Biological Industries), 100 μM beta-mercaptoethanol (Sigma Aldrich), and 1000 U ml^−1^ leukemia inhibitory factor (Sigma Aldrich). Cells were maintained on plates coated with 0.2% gelatin (Sigma Aldrich). Cells were incubated at 37 °C in a humidified atmosphere with 5% CO_2_. 5-Aza (Sigma Aldrich) was dissolved according to the manufacturer’s instructions, and cells were treated with 2.5 µM 5-Aza for 24 h. Culture medium was replaced before treatments.

### RNA oligonucleotide transfection

siRNAs designed to hybridize to mouse *Mecp2* and the siControl from the TriFECTa RNAi Kit (Integrated DNA Technologies) were transfected into the WT R1 cells using HiPerFect (QIAGEN) according to the manufacturer’s protocols. Cells were transfected twice with 25 nmol siRNA per culture plate at an interval of 24 h. siRNA sequences are listed in Supplementary Data 3.

### RNA purification and quantitative RT-PCR

Total RNA was extracted using Trizol (Ambion) according to manufacturer’s instructions. RNA quality was assessed by measuring absorbance at 260 nm relative to 280 nm. For qRT-PCR analysis of mature miRNAs, 10 ng of total RNA was used in a TaqMan miRNA assay according to the manufacturer’s protocols (Applied Biosystems). Expression levels were normalized to RNU6 snRNA expression. All reactions were performed in duplicate. For pri-miRNA analyses, 50 ng of total RNA was subjected to one-step RT-PCR with MultiScribe Reverse Transcriptase (Invitrogen) and FastStart Universal SYBR Green FastMix (Quantabio). Relative expression was normalized to *RPLP0*. All reactions were performed in duplicate. Error bars represent mean values ± SEM. All primer sequences are listed in Supplementary Data 3.

### Chromatin immunoprecipitation

Approximately 3 × 10^7^ cells (R1 or TKO) were crosslinked for 10 min in 1% formaldehyde. The crosslinker was quenched by incubation with a final concentration of 125 mM glycine for 5 min at 37 °C. Cells were washed twice with ice-cold PBS gently and scrapped in 4 ml chilled PBS using a cell scrapper. Cells were centrifuged at 2700 rpm for 2 min at 4 °C. The pellet was re-suspended in 4 ml ice-cold homogenization buffer (10 mM Tris-HCl pH 7.4, 15 mM NaCl, 60 mM KCl, 1 mM EDTA, 0.1% SDS, 5% sucrose, and complete protease inhibitor cocktail (Roche)) and transferred to a pre-chilled Dounce homogenizer kept on ice. The cells were homogenized by applying six strokes on the homogenizer, and the samples were transferred to fresh 15-ml tubes. To the bottom of the tube was added a 2-ml sucrose pad (10 mM Tris-HCl, pH 7.4, 15 mM NaCl, 60 mM KCl, 5% sucrose, and complete protease inhibitor cocktail (Roche)). The tubes were centrifuged at 2000 rpm for 5 min at 4 °C and the supernatant was discarded. Pellets containing nuclei were re-suspended in 600 μl Lysis Buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl, pH 8.1, complete protease inhibitor cocktail (Roche)) and sonicated with a Vibra-Cell VCX600 (Sonics & Materials) for 40 min (1.5-second pulses at 40% amplitude, 9.9-second rest) to obtain an average DNA length of 150–350 bp. After centrifugation at 20,000 × *g* for 8 min at 4 °C, the supernatant was diluted with 4.5 ml (1:10) Dilution Buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl, pH 8.1, 167 mM NaCl, complete protease inhibitor cocktail (Roche)) and aliquoted for immunoprecipitation (IP); 100 µg chromatin from cells was used per IP reaction. Input material (100 μl) was also aliquoted for later analysis. Prior to use, protein A/G Plus-agarose beads (Santa Cruz Biotechnology) were washed twice with RIPA Buffer (0.1% deoxycholate, 0.1% SDS, 1% Triton X-100, 10 mM Tris-HCl, pH 8.1, 1 mM EDTA, 140 mM NaCl). For each IP sample, 50 µl of protein A/G Plus-agarose beads were re-suspended in 350 μl Blocking Buffer (PBS, 0.5% TWEEN, 0.5% BSA) and incubated for 2 h at 4 °C with the antibody of interest. The conjugated beads were added to each IP tube, and samples were incubated with rotation for 16 h at 4 °C. The antibodies used were normal rabbit IgG (3 μg antibody per 100 μg chromatin; sc-2027, Santa Cruz Biotechnology), anti-Pol II pSer2 (3 μg antibody per 100 μg chromatin; ab5095, Abcam), anti-Drosha (3 μg antibody per 100 μg chromatin; ab12286, Abcam), anti-RNA polymerase II CTD repeat YSPTSPS pSer5 (3 μg antibody per 100 μg chromatin; ab5408, Abcam), anti-RNA polymerase II CTD repeat YSPTSPS pSer2 (3 μg antibody per 100 μg chromatin; ab5095, Abcam), and anti-MeCP2 (8 μg antibody per 100 μg chromatin; #3456, Cell Signaling). The beads were washed five times with RIPA buffer (0.1% deoxycholate, 0.1% SDS, 1% Triton X-100, 10 mM Tris-HCl, pH 8.1, 1 mM EDTA, 140 mM NaCl), twice with RIPA-high-salt buffer (0.1% deoxycholate, 0.1% SDS, 1% Triton X-100, 10 mM Tris-HCl, pH 8.1, 1 mM EDTA, 360 mM NaCl), twice with LiCl wash buffer (250 mM LiCl, 0.5% NP-40 (Sigma Aldrich), 0.5% deoxycholate, 1 mM EDTA, 10 mM Tris-HCl, pH 8.1), and twice with TE buffer (10 mM Tris-HCl, pH 8.1, 1 mM EDTA). DNA was eluted from the beads with 200 μl Elution buffer (0.5% SDS, 300 mM NaCl, 5 mM EDTA, 10 mM Tris-HCl, pH 8.1) using a 30-min incubation in a thermo-shaker at 65 °C. Elution buffer (100 μl) was added to input sample. From this stage on, input tubes were processed similarly to IP tubes: 1 µl of 10 mg ml^−1^ RNase A (Sigma Aldrich) was added to the supernatant, samples were incubated for 30 min at 37 °C, 1.5 µl Proteinase K (New England Biolabs) was added, and samples were incubated for 16 h at 65 °C. DNA was purified using phenol:chloroform:isoamyl alcohol (25:24:1; Sigma Aldrich) extraction according to the manufacturer’s instructions. ChIP samples were deep sequenced on a HiSeq 2500 in 50-bp single-end reads at the Technion Genome Center in Israel Institute of Technology (Haifa, Israel). qRT-PCR was then performed on ChIP samples to amplify specific pri-miRNA regions. Relative expression was normalized to respective input samples. All reactions were performed in duplicate. Error bars represent mean values ± SEM. All primer sequences are listed in Supplementary Data 3.

### Western blotting

Proteins were extracted into a hypotonic lysis buffer (50 mM Tris-HCl, pH 7.5, 1% NP-40, 150 mM NaCl, 0.1% SDS, 0.5% deoxycholic acid, 1 mM EDTA) containing protease inhibitor (Roche) and phosphatase inhibitor cocktails I and II (Sigma Aldrich). Proteins were separated in 10% SDS-PAGE and then electroblotted onto a Protran nitrocellulose transfer membrane (Whatman). The following antibodies were used: anti-Drosha (1:200; sc-31159, Santa Cruz Biotechnology), anti-MeCP2 (1:1000; #3456, Cell Signaling) and anti-GAPDH (1:1000; A00191-40, GenScript,). Blots were incubated for 12 h at 4 °C, followed by incubation with appropriate HRP-conjugated secondary antibodies: donkey anti-goat (1:30,000; ab97120, Abcam) or donkey anti-rabbit (1:30,000; ab97064, Abcam).

### DNA methylation and data analysis

Methylation profiles for mouse and human were taken from the ENCODE project. We used whole-genome bisulfite sequencing (WGBS) data from postnatal 0 day mouse intestine (ENCSR353IFP), heart (ENCSR397YEG), kidney (ENCSR128HOP), liver (ENCSR550CYA), and lung (ENCSR409HKJ). Raw WGBS reads from mouse ESCs were downloaded from the GEO (GSE82125) and were processed using Bismark^78^. For human methylation profiles, we used WGBS data from ENCODE for brain (ENCSR145HNT), heart (ENCSR699ETV), liver (ENCSR351IPU), lung (ENCSR797TEV), skin (ENCSR128RMY), intestine (ENCSR522UKJ), and ESCs (ENCSR617FKV). The DNA methylation patterns of regions flanking the pre-miRNA coding regions were used to define the methylated groups and the unmethylated groups. The methylated miRNAs were identified as miRNAs with high-mean methylation levels 25 bp upstream of the pre-miRNA start positions and 25 bp downstream of the pre-miRNA end positions. The depleted miRNAs were defined as having no methylation within the pre-miRNA regions or in the regions 250 bp upstream or downstream of the pre-miRNA coding regions. The rest of the miRNAs constitute the flat group. The same algorithm was used to identify methylated and unmethylated miRNAs in mouse and in human cell lines.

### Additional datasets

Conservation scores for human and mouse miRNAs were downloaded from UCSC mm10.60way.phastCons for mouse and hg19.100way.phastCons for human. The MNase-seq data from mouse R1 and human ESCs were taken from the GEO (GSE64910 and GSE76083, respectively). ChIP-seq datasets for human HCT116 cells were taken from the GEO (MeCP2, GSM1154509; Pol II pSer2, GSE47677; and SP1, GSM1010902). ChIP-seq of total Pol II in mouse WT cells was downloaded from the GEO (GSM1446977). We downloaded raw reads and mapped them to the mouse (GRCm38/mm10) and human (GRCh37/hg19) reference genomes using bowtie 2^79^. Reads with mapping quality < 30 were discarded using Samtools (http://www.htslib.org/). We used bam2wig.pl (http://search.cpan.org/~tjparnell/Bio-ToolBox-1.44/) to normalize base coverage to the total number of mapped reads and to construct a standard UCSC BigWig file. We used bwtool^80^ to extract values from BigWig files into BED files with coordinates. For ChIP-seq we subtracted the input signal from the ChIP-seq signal, and for MNase-seq we extended each read to the length of 147 bp. BigWig files for GC and CpG content for both human and mouse were created using in-house Perl scripts.

### Gene and miRNA expression

Gene expression data for WT R1 mouse ESCs and DNMT TKO R1 mouse cell lines were taken from NCBI/GEO record GSE6491021. RNA-seq reads were aligned to the mouse reference genome (GRCm38/mm10) using TopHat^81^ with default parameters. Expression of genes in fragments per kilobase of transcript per million mapped reads (FPKM) was calculated via cufflinks^82^ with default parameters. miRNAs expression in mouse WT R1 ESCs and TKO R1 cells was evaluated in house using a NanoString microarray (full microarray data at the GEO server: GSE124879). Normalization of the data was carried out using the NanoString nSolver Analysis software. miRNA profiling data from cerebellum of mice with RTT and normal cerebellum were taken from the GEO (GSE24320).

### miRNA biogenesis and RNA-binding proteins

The genes encoding RNA-binding proteins were selected based on the Treiber et al. study^51^. Of 180 genes encoding RNA-binding proteins that were identified by Treiber et al. in humans, we found 166 that also exist in mice. microRNA biogenesis genes were taken from GeneCards^83^ (https://www.genecards.org/).

### miRNA physiological function

Target genes of murine miRNAs were found using Tarbase, a large manually curated target database, and analyzed for enriched KEGG pathways using mirPath software (http://snf-515788.vm.okeanos.grnet.gr/) taken from DIANA TOOLS (http://diana.imis.athena-innovation.gr/DianaTools/index.php?r = site/index). The *p*-values of cancer-related pathways were summed for both groups.

### Statistics

Statistical analysis was done using R (version 3.2.1).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

## Data Availability

A reporting summary for this Article is available as a Supplementary Information file. The source data underlying Figs. 2b, e, 3b, c, d, e, f, 4b, d, f, g, and 4 h and Supplementary Figs. 3a, 3b, 4a, 4b, 5c, 5d, and 5e are provided as a “Source Data file”. miRNA microarray data in support of this study have been deposited at the GEO with primary accession number GSE124879. All other data supporting the findings of this study are available from the corresponding author on request.

## Source data

Source Data

# Supplementary material for: DNA methylation directs microRNA biogenesis in mammalian cells
**Source:** Nat Commun. 2019 Dec 11;10:5657. doi: 10.1038/s41467-019-13527-1
**Supplement:** Supplementary file 1 — Supplementary Information

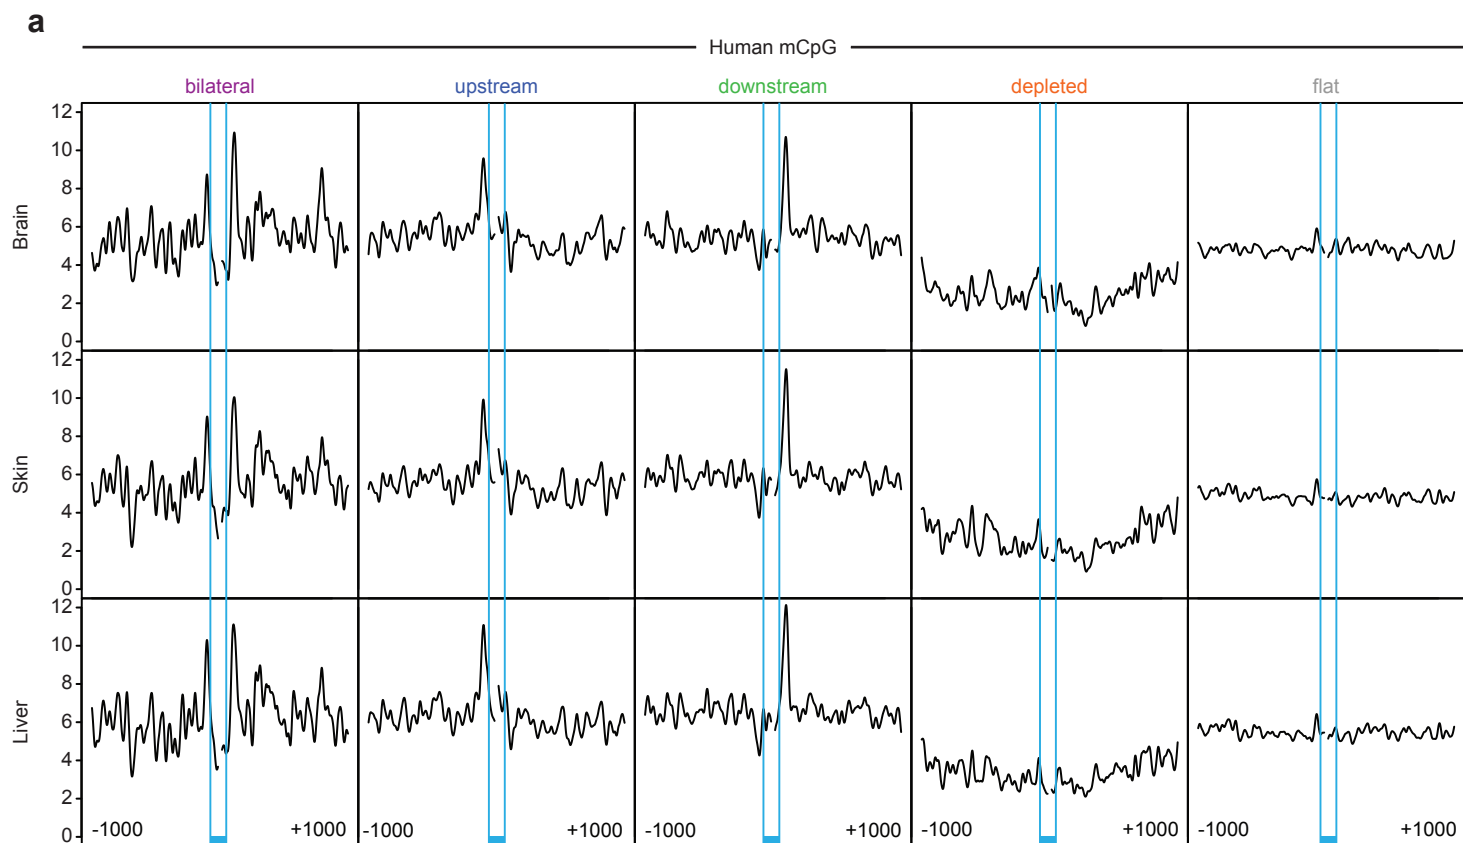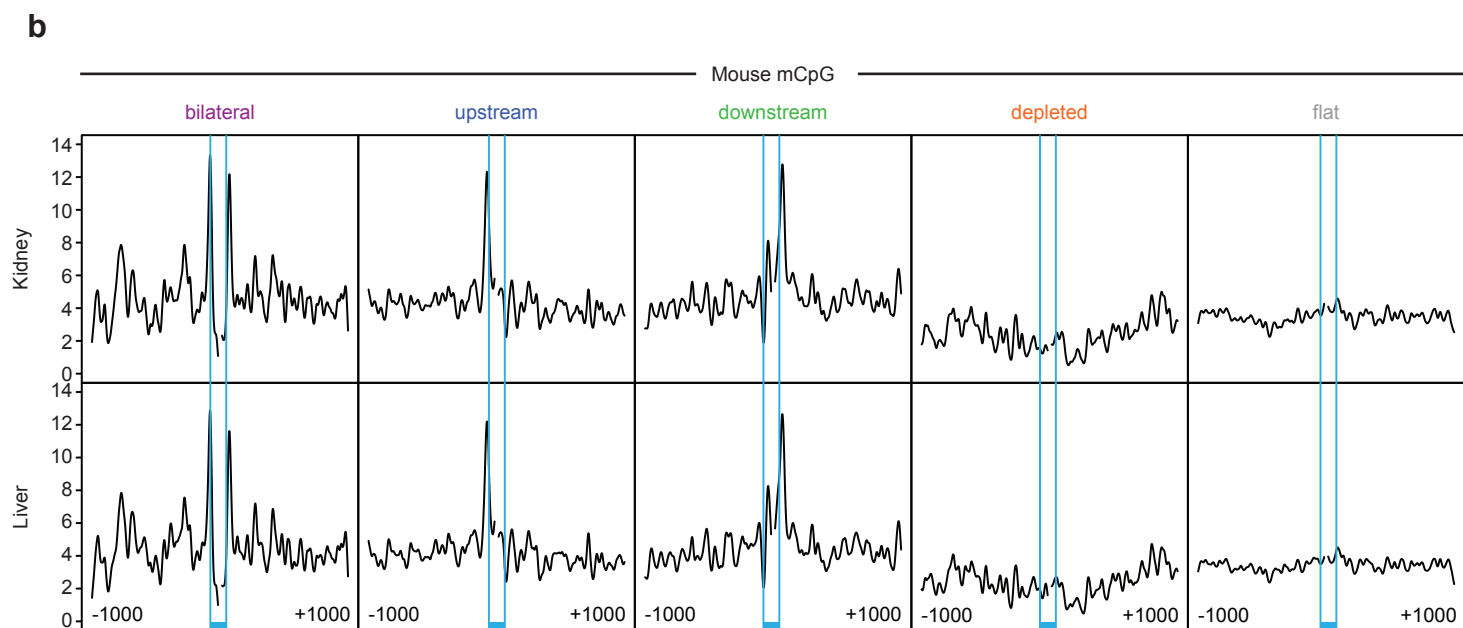

Supplementary Figure 1

**Supplementary Fig. 1.** Methylation marks the location of pre-miRNA boundaries. **a-b** miRNA methylation profiles as in Fig. 1 for a) human brain, skin, and hepatocytes and b) mouse kidney and liver.

**a**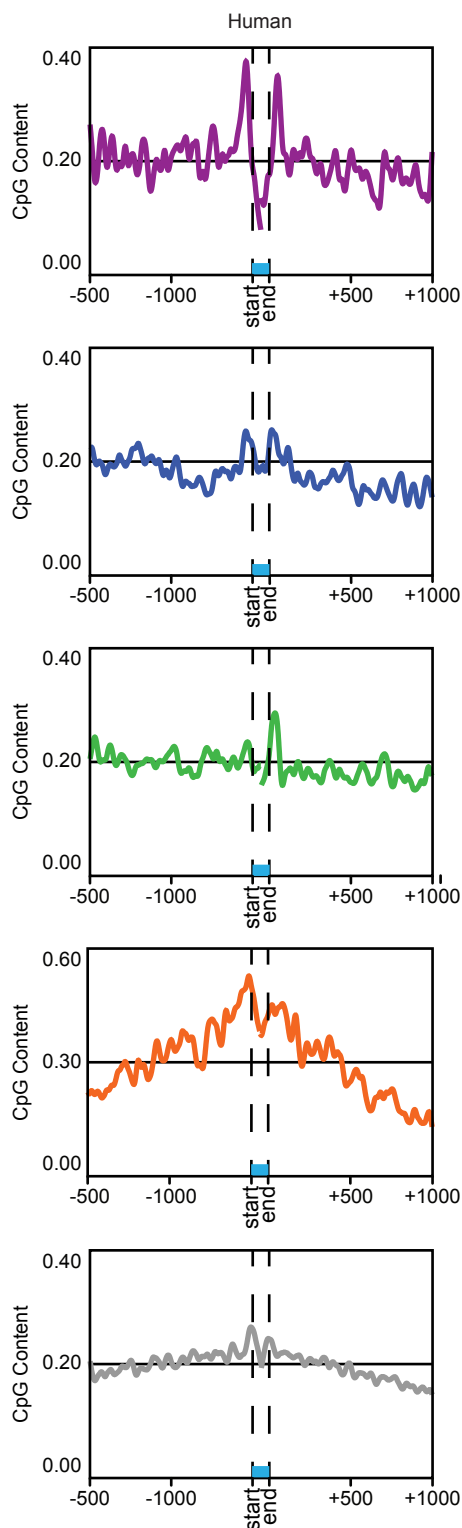**b**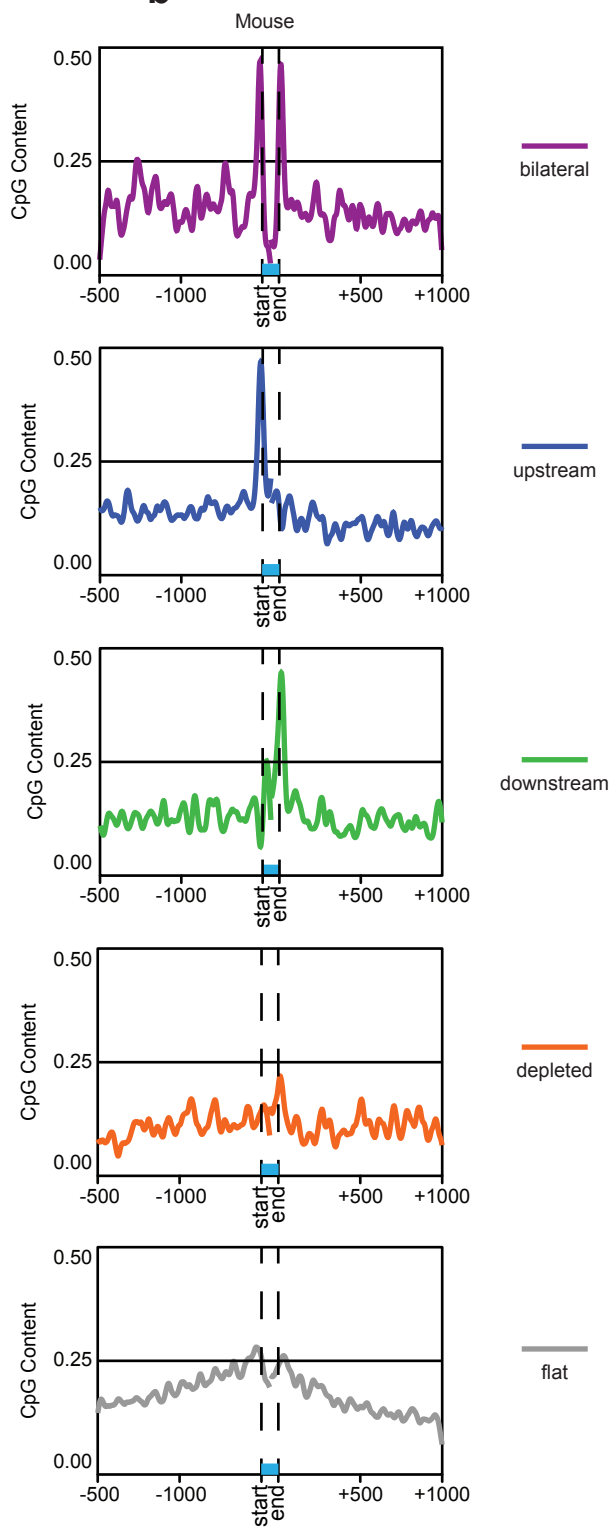

Supplementary Figure 2

**Supplementary Fig. 2.** DNA methylation affects miRNA biogenesis. **a-b** Mean CpG content for each of the miRNA groups in a) human and b) mouse across 100 bp of the miRNA coding region and 1,000 bp upstream and downstream. Light blue lines indicate miRNA borders.

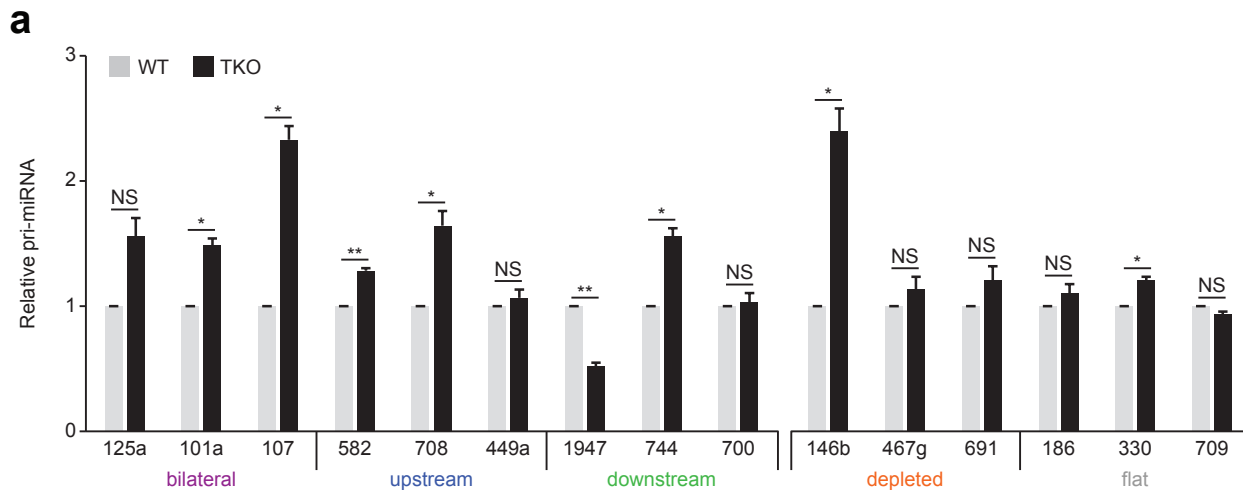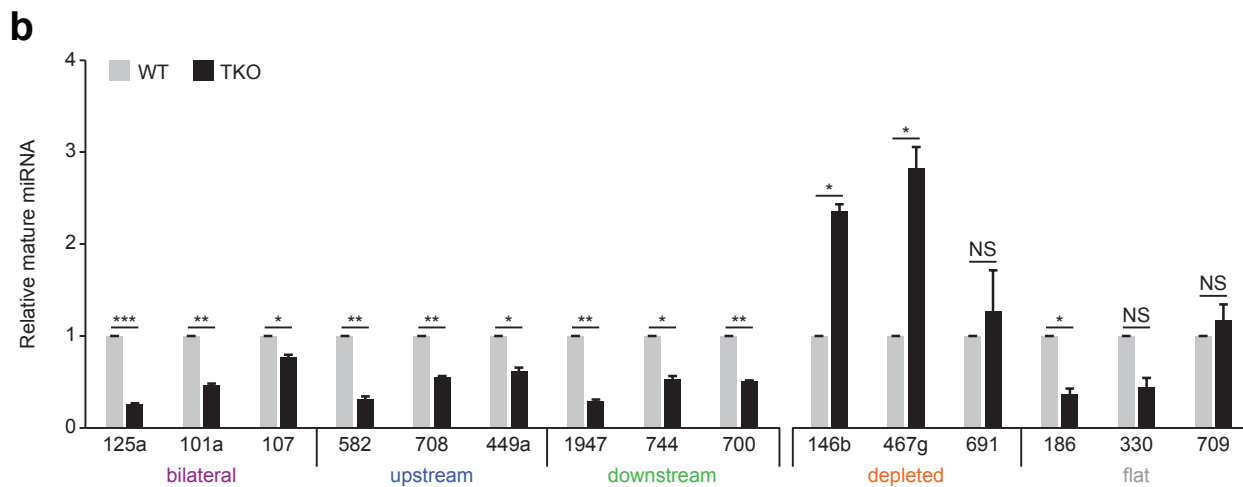

Supplementary Figure 3

**Supplementary Fig. 3.** DNA methylation affects miRNA biogenesis. **a** Relative pri-miRNA expression levels of methylated and unmethylated miRNAs from WT and TKO mouse ESCs. Data were normalized to *RPLP0*. **b** Relative mature miRNA expression levels for the methylated and unmethylated groups in WT and TKO mouse ESCs. Data were normalized to U6. All error bars represent  $\pm$  SEM (n=3). \* represents  $P < 0.05$ ; \*\* represents  $p < 0.01$ ; \*\*\*p represents  $< 0.001$ ; NS = Not Significant; t-test. Source data are provided as a Source Data file.

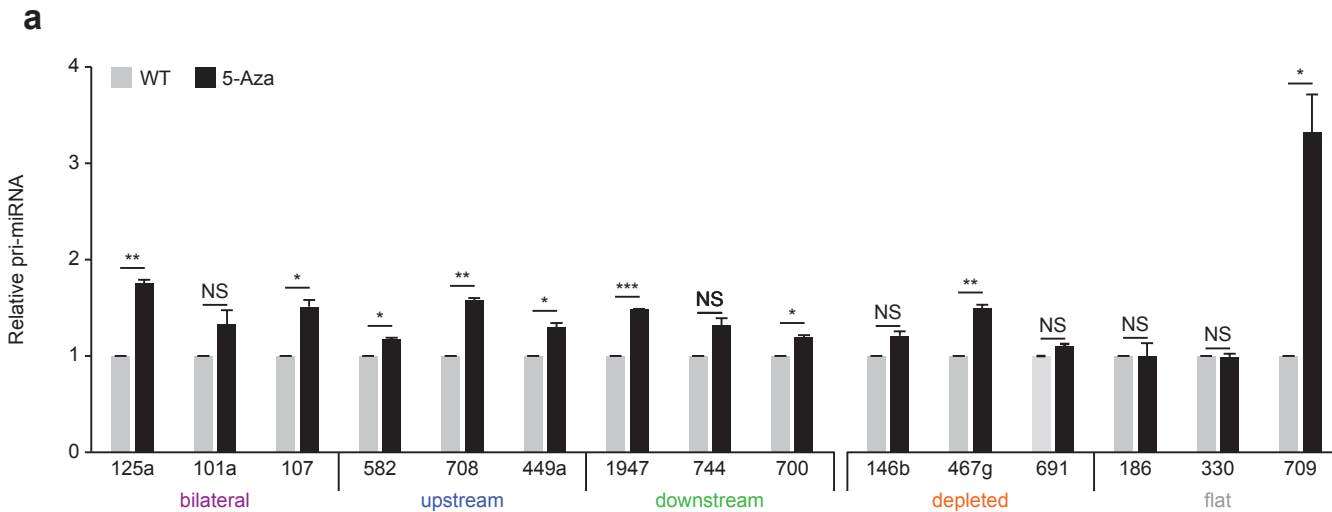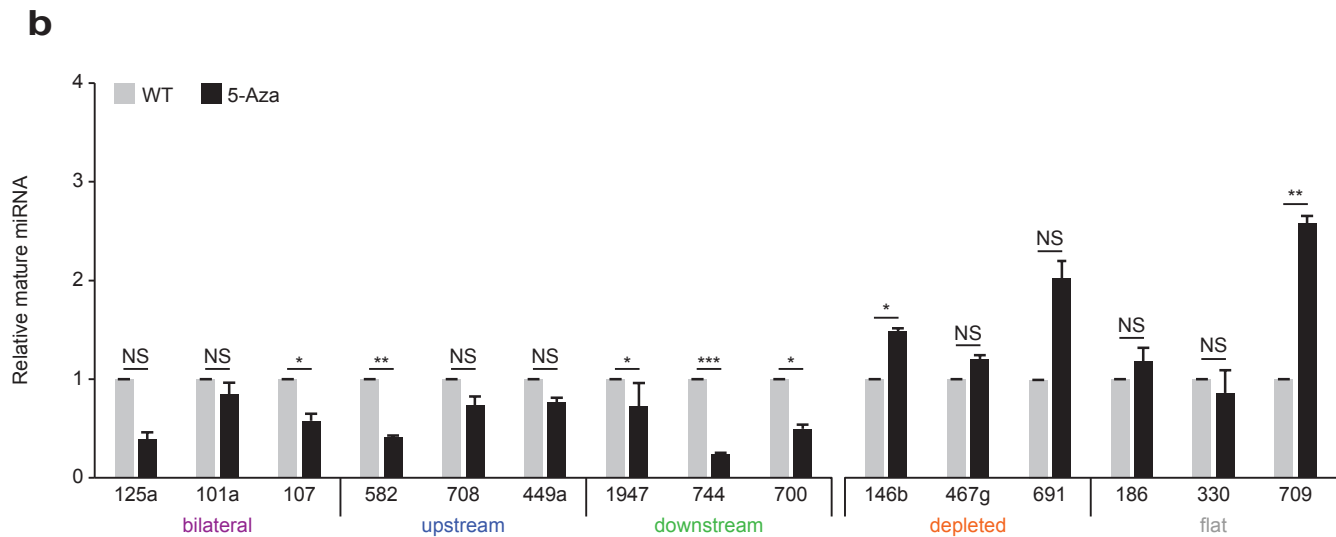

Supplementary Figure 4

**Supplementary Fig. 4.** DNA methylation affects miRNA biogenesis. **a** Relative pri-miRNA expression levels for the miRNA groups in untreated WT mouse ESCs and cells treated with 2.5  $\mu$ M 5-Aza. Data were normalized to *RPLP0*. **b** Relative mature miRNA expression levels for the miRNA groups in untreated WT mouse ESCs and cells treated with 2.5  $\mu$ M 5-Aza. Data were normalized to RNU6. All error bars represent  $\pm$  SEM (n=3); \* represents  $p < 0.05$ ; \*\* represents  $p < 0.01$ ; \*\*\*p represents  $p < 0.001$ ; NS = Not Significant; t-test. Source data are provided as a Source Data file.

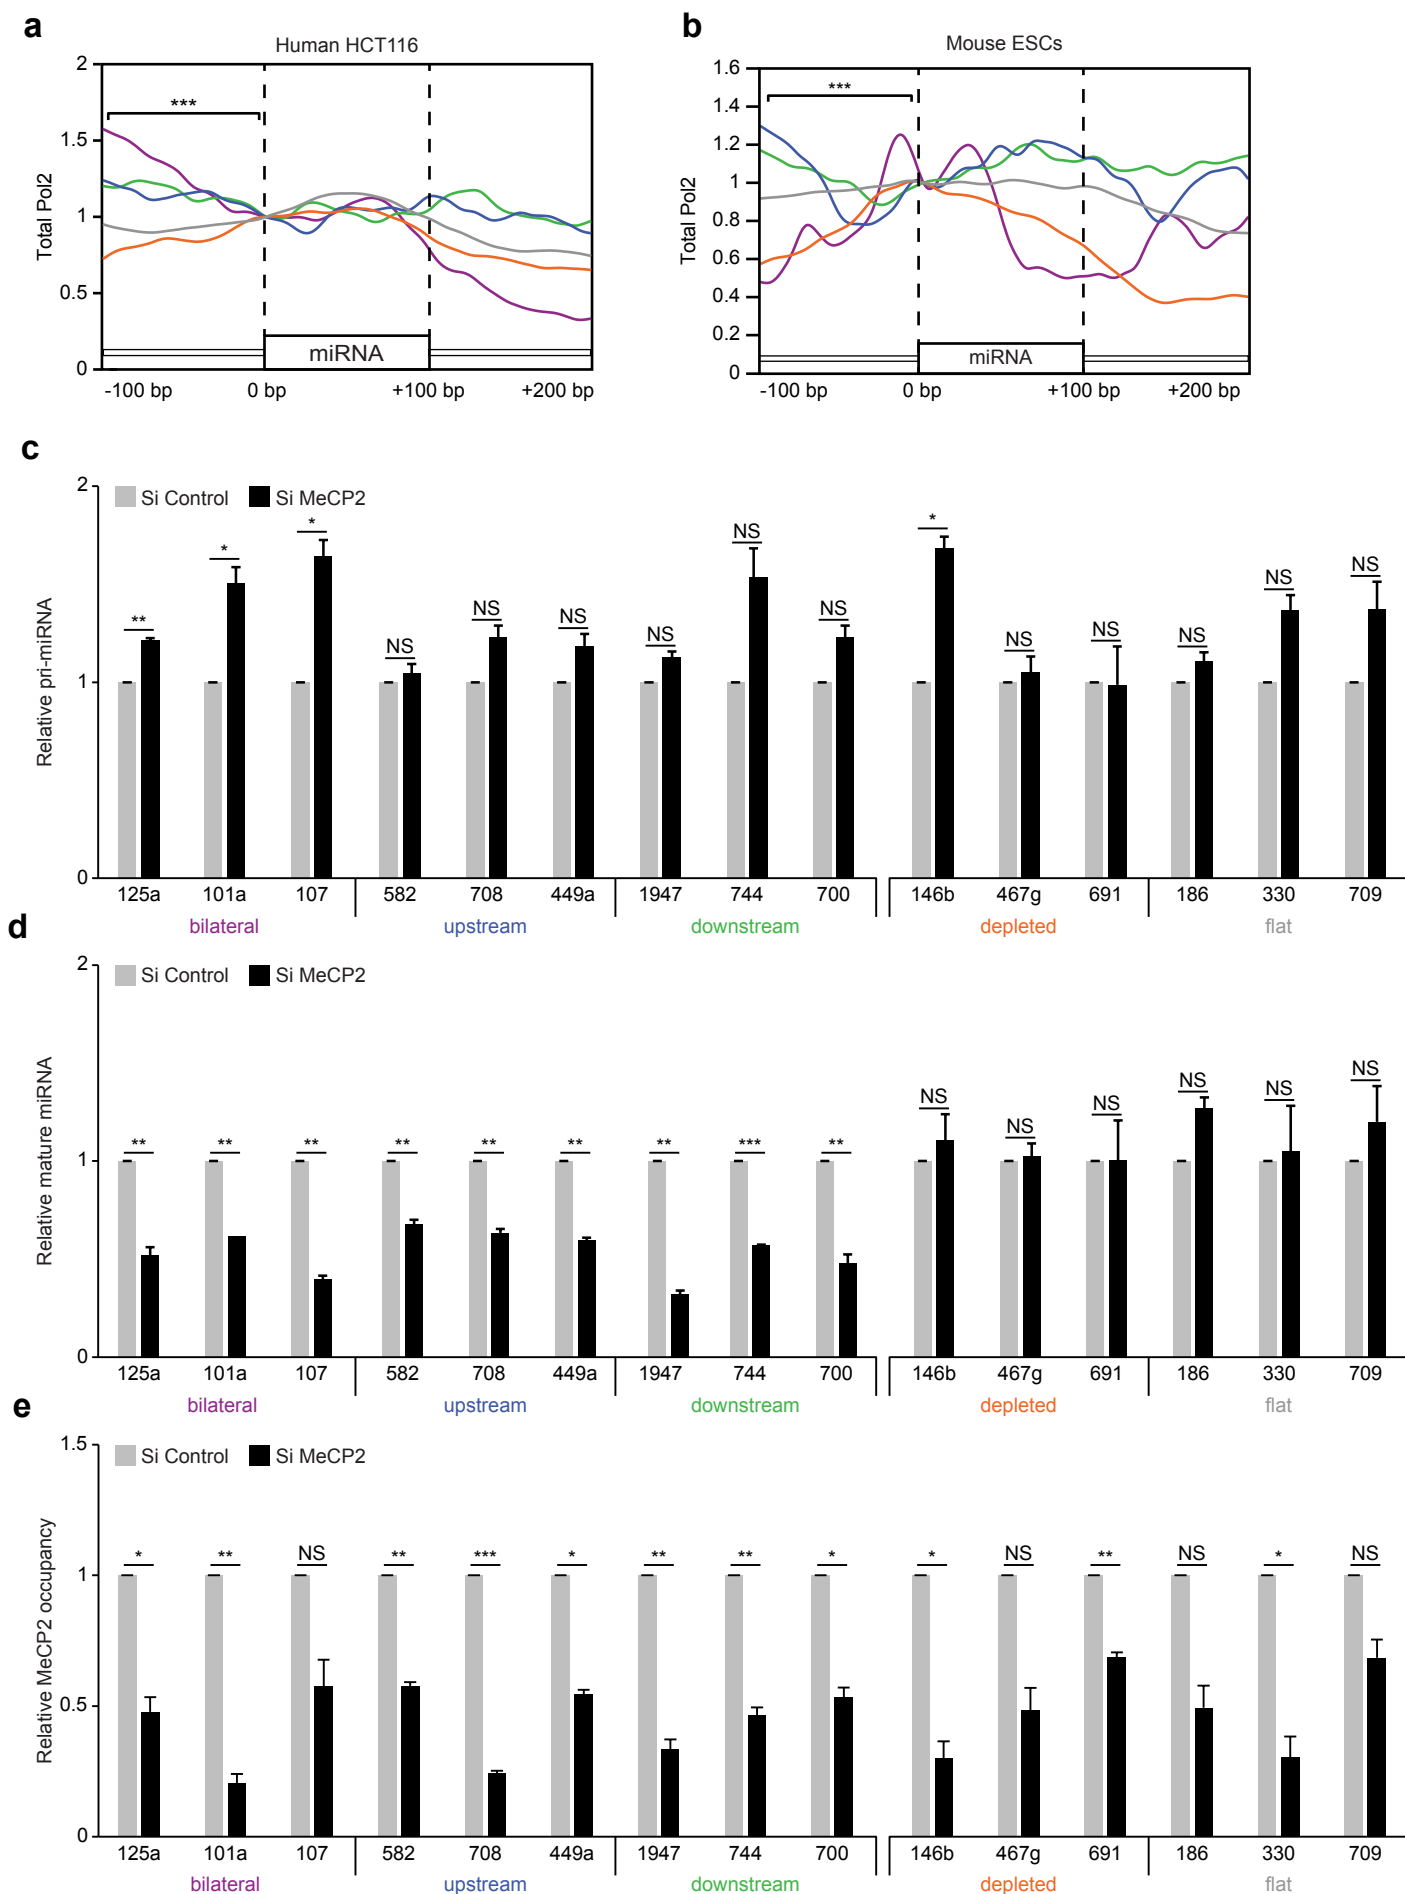

Supplementary Figure 5

**Supplementary Fig. 5.** DNA methylation reduces Pol II elongation rate. **a** Total Pol II occupancy in human HCT116 cells for each group of miRNAs across 100 bp of miRNA region and 100 bp of the flanking regions. The regions upstream of the start sites of methylated groups of miRNAs (bilateral, upstream, and downstream) were compared to those of the depleted and flat groups. **b** Total Pol II occupancy in mouse WT cells for each group of miRNAs across 100 bp of miRNA region and 100 bp of the flanking regions. The regions upstream of the 5' ends of pre-mRNAs for all methylated groups vs. the unmethylated groups were tested. All tests were statistically significant except for the test between the bilateral and the depleted groups and the test between the upstream and the flat groups. **c** Relative MeCP2 occupancy over miRNA genomic regions in WT mouse ESCs upon treatment with siMeCP2 or siControl. Treated cells were subjected to ChIP with an antibody against MeCP2. Immunoprecipitated DNA was quantified by qRT-PCR with primers spanning the indicated pre-miRNA sequences. Data were normalized to input DNA. **d** Relative pri-miRNA expression levels of methylated and unmethylated miRNAs from WT mouse ESCs upon treatment with siMeCP2 or siControl. Data were normalized to *RPLP0*. **e** Relative levels of methylated and unmethylated mature miRNAs from WT mouse ESCs upon treatment with siMeCP2 or siControl. Data were normalized to the U6. All error bars represent  $\pm$  SEM (n=3). \* represents  $p < 0.05$ ; \*\* represents  $p < 0.01$ ; \*\*\* represents  $p < 0.001$ ; NS = Not Significant; t-test. Source data are provided as a Source Data file.

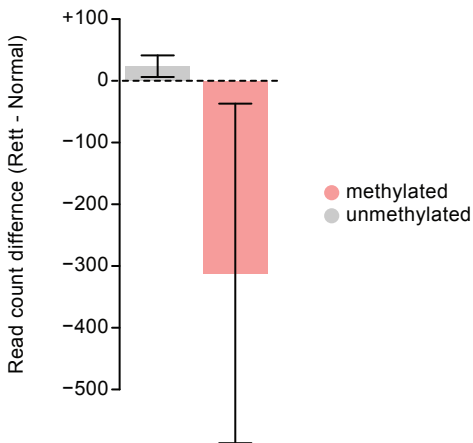

Supplementary Figure 6

**Supplementary Fig. 6** MeCP2 binding to methylated miRNA loci slows Pol II elongation. The mean difference in read counts between RTT and normal mouse cerebellum plotted for methylated and unmethylated miRNAs.

# Supplementary material for: DNA methylation directs microRNA biogenesis in mammalian cells
**Source:** Nat Commun. 2019 Dec 11;10:5657. doi: 10.1038/s41467-019-13527-1
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

##### Genomic coordinates of miRNAs

Genomic coordinates of human (GRCh37/hg19) and mouse (GRCm38/mm10) miRNAs were downloaded from miRBase65 (miRBase v19, <http://www.mirbase.org/>).

##### Additional datasets

Conservation scores for both human and mouse were downloaded from UCSC, mm10.60way.phastCons for mouse and hg19.100way.phastCons for human. The MNase-seq data from mouse R1 and human ESC were taken from the GEO (GSE64910 and GSE76083, respectively). ChIP-seq datasets for human HCT116 cells were taken from the GEO (MeCP2, GSM1154509; Pol II p-Ser2, GSE47677; and SP1, GSM1010902). ChIP-seq of total Pol II in mouse WT cells was downloaded from the GEO (GSM1446977). We downloaded raw reads and mapped them to the mouse (GRCm38/mm10) and human (GRCh37/hg19) reference genomes using bowtie2. Reads with mapping quality < 30 were discarded using samtools (<http://www.htslib.org/>). We used bam2wig.pl (<http://search.cpan.org/~tjparnell/Bio-ToolBox-1.44/>) to normalize base coverage to the total number of mapped reads and to construct a standard UCSC BigWig file. We used bwtool68 to extract values from BigWig files into BED files with coordinates. For ChIP-seq we subtracted the input signal from the ChIP-seq signal and for MNase-seq we extended each read to the length of 147 bp. BigWig files for GC and CpG content for both human and mouse were created using in-house Perl scripts.

#### Data analysis

Methylation profiles for mouse and human were taken from the ENCODE project. We used whole genome bisulfite sequencing (WGBS) data from postnatal 0 day mouse intestine (ENCSR3531FP), heart (ENCSR397YEG), kidney (ENCSR128HOP), liver (ENCSR550CYA), and lung (ENCSR409HKJ). Raw reads of WGBS from mouse embryonic stem cells were downloaded from the GEO (GSE82125) and were processed using Bismark66. For humans, we used WGBS data from ENCODE. We downloaded data for brain (ENCSR145HNT), heart (ENCSR699ETV), liver (ENCSR351IPU), lung (ENCSR797TEV), skin (ENCSR128RMY), intestine (ENCSR522UKJ), and embryonic stem cells (ENCSR617FKV). The DNA methylation patterns flanking the pre-miRNAs regions were used to define the methylated groups and the unmethylated groups. The methylated miRNAs were identified as miRNAs with high mean methylation levels 25 bp upstream of the pre-miRNA start positions and 25 bp downstream of the pre-miRNA end positions. The depleted miRNAs were defined as having no methylation within the pre-miRNA regions and 250 bp upstream or downstream. The rest of the miRNAs constitute the flat group. The same algorithm was

used to identify methylated and unmethylated miRNAs in mouse and in human cell lines.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Provide your data availability statement here.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size Not relevant. For statistics analysis we used t-test only for experimental data.

Data exclusions No data was excluded from the analysis.

Replication Not relevant.

Randomization Not relevant.

Blinding Not relevant.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

anti-Drosha (Proteintech, 55001-1-AP), anti-GAPDH (GenScript, A00191-40), normal rabbit IgG (Santa Cruz Biotechnology, sc-2027), anti-H3K36me3 (Abcam, ab9050), anti-Pol II pSer2 (Abcam, ab5095), anti-Drosha (Abcam, ab12286), anti-Drosha (Santa Cruz Biotechnology, sc-31159), anti-RNA polymerase II CTD repeat YSPTSPS pSer5 (Abcam, ab5408), anti-RNA polymerase II CTD repeat YSPTSPS pSer2 (Abcam, ab5095, Abcam), and anti-McCP2 (Cell Signaling, 3456)

Validation

Not relevant.

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

WTR1 cells and TKO cells were a gift from Eran Meshorer's lab at the Hebrew University. Generated by: Tsumura, A. et al. Maintenance of self-renewal ability of mouse embryonic stem cells in the absence of DNA methyltransferases Dnmt1, Dnmt3a and Dnmt3b. Genes Cells 11, 805-814, doi:10.1111/j.1365-2443.2006.00984.x (2006).

Authentication

Cell lines were authenticated using standard PCR and standard western blotting.

Mycoplasma contamination

All cells were tested negative for Mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

Not relevant.

# Supplementary material for: DNA methylation directs microRNA biogenesis in mammalian cells
**Source:** Nat Commun. 2019 Dec 11;10:5657. doi: 10.1038/s41467-019-13527-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File name: Supplementary Data 1
Description: List of miRNAs from each sub-group from human and mouse

File name: Supplementary Data 2
Description: KEGG analyses of methylated and unmethylated miRNAs

File name: Supplementary Data 3
Description: siRNA oligonucleotide sequences and primer sequences that were used in our study

How the deposited data were processed for this re-analysis (not part of the article)

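Mature miRNAs were measured with the NanoString nCounter assay in WT R1 mouse ESCs and in R1 ESCs without the 3 DNMTs (TKO), with 2 replicates of each genotype and 4 samples in all. The paper states that the data were normalized with the nSolver software, and its text does not name the version, the handling of background or the probes that set the scaling. The authors deposited log2 values, which turn back to normalized counts with 2 decimals. On the linear scale the values of each sample are whole multiples of 1 step, from which the count behind each value was recovered within a tolerance of 0.05. Normalized totals over all probes were 589956 and 596052 in the WT replicates and 505671 and 577130 in the TKO replicates. Counting error is largest for low probes, and between 37 and 42 of the mouse probes in each sample had at most 10 recovered counts.

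Each probe was placed in the bilateral, upstream, downstream, depleted or flat group by matching its miRNA name to the mouse precursors of Supplementary Data 1, of which 747 are listed and 728 could be given a position in GRCm38.p6 by symbol or synonym. Probes whose precursors fall in more than 1 group (32) or that are not listed (97) entered no group or class, only the fits over all probes and the lists of clusters and families. The values were turned to normalized counts, a pseudocount of 1 was added and log2 was taken. Group means were tested with the one-sided paired t-test over miRNAs that the legend of Fig. 2d names, and classes with Fisher's exact test and a permutation test of 100000 resamples over miRNAs. miRNAs are not independent replicates, so fry from limma, which takes the samples as replicates, was run beside them. camera from limma was run as well. It compares a set with the other probes and presets the correlation between miRNAs, so it is not a test over the samples. Single miRNAs were tested with limma (lmFit and eBayes) and Benjamini-Hochberg adjustment at a threshold of 0.05. A permutation of 2 against 2 samples cannot give a two-sided p below 0.33 and was not used. A probe counted as above background when its mean passed the mean plus 2 SD of the 33 viral probes.

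The rules for the miRNAs named were fixed before the data were examined. The miRNAs are those the paper names for mouse, the 5 largest rises and 5 largest falls among called miRNAs whose TKO values both lie outside the WT range, the 3 highest WT levels, the 3 largest changes in each direction of the depleted group, and single miRNAs that change a call when left out. The 7 lists of miRNA clusters and families were also written before the data were examined. A list of miRNAs enriched in testis was written after values had been seen, and miR-34c is named from it. Alternatives covered the pseudocount, the scaling, filters on low values, each replicate left out, the assignment to groups and other tests, among them limma's voom on the recovered counts, with library sizes that keep the authors' factors, which was chosen after seeing the data.

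The tests were checked on simulated data. For the comparison of TKO with WT cells, counts of 566 probes were drawn from the measured means with 200 probes changed by a factor of 2, and limma recovered 66.0% of them with 2.22% false calls. With voom it recovered 77.5% of them with 1.90% false calls. The group t-test called 4.5% of 200 simulated groups without a shift and 97.0% of those with a shift of -0.2. The group simulation drew miRNAs independently, which measured miRNAs of 1 cluster are not. It also drew no shift common to all miRNAs of a sample, whereas the measured mean of the methylated groups had a pooled SD between replicates of 0.11. Its rate of calls without a shift therefore does not show how often the group t-test errs on these samples. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used. The paper's methylation, nucleosome, RNA-seq and qRT-PCR data and its human and cerebellum data were not analysed here, apart from the source data of Supplementary Fig. 3b.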

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

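All tests of explanations below were chosen only after the results were seen. The lists of miRNA clusters were written before.

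The germline miRNA cluster on the X chromosome, which the paper does not discuss, had higher levels in TKO cells. The mean log2 difference over its 25 probes was 1.78 (fry from limma over 7 lists, adjusted p = 0.0122), 23 of 25 were higher and limma called 15. Its mean log2 levels in the WT replicates were 5.09 and 4.79, near the mean of the viral probes (31.5 normalized counts), and 11 of the 25 probes had a mean over all 4 samples above background, so the size of the rise is not resolved. Its 4 probes that are not listed in Supplementary Data 1 and so belong to no group of the paper had a mean of 1.85, with 4 of 4 called. The tables argue against a shared signal of near-identical miR-465 probes as the whole cause, since the other 21 probes had a mean of 1.47 with 11 called. They also argue against the scaling, since the lowest mean over 5 scalings was 1.78. RNA of testis cells stays open. The median difference of 9 probes for miRNAs enriched in testis was 0.044, but 8 of them were not above the viral probes and decide nothing. The 1 above background, miR-34c, had a mean of 524 normalized counts in WT and 794 in TKO cells, and its difference of 0.62 was not called (adjusted p = 0.227 from limma). Without TKO replicate 1 and without TKO replicate 2 the fry p of the cluster was 0.0625 and 0.0876 at means of 1.81 and 1.76. A rise of the cluster upon loss of DNA methylation is a hypothesis that these data are consistent with. A difference between the WT and TKO clones that has nothing to do with methylation cannot be separated from genotype in this design and was not tested.

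The miR-302 cluster, another group of miRNAs outside those discussed, had a mean log2 difference of 1.97 over 5 probes (fry from limma, adjusted p = 0.0122), all 5 higher and 4 called. Its mean log2 levels in the WT replicates were 5.46 and 5.56, and 3 of the 5 probes had a mean over all 4 samples above background, so the size of this rise is not resolved either. The miR-17-92 family moved the other way, with a mean of -1.23 over 11 probes (fry from limma, adjusted p = 0.00561), all 11 lower and 8 called. Scaling is argued against as the cause, since the mean of the miR-17-92 family closest to 0 over the scalings was -0.94, and that of the miR-302 cluster lay between 1.97 and 2.10. Without WT replicate 1 and without WT replicate 2 the fry p of the miR-302 cluster was 0.0662 and 0.0617 at means of 1.93 and 2.02. A different state of differentiation of the cultures stays open. The labels state 4 days of differentiation for all 4 samples. The let-7 family, used as a marker of differentiation, had a mean of -0.073 (fry from limma, adjusted p = 0.346), which turned positive under sum scaling (0.053) and viral probe scaling (0.024). The miR-290 cluster, high in ESCs, had a mean of -0.17 (fry from limma, adjusted p = 0.0723). Both are small changes beside the pattern, and the cultures and genotypes cannot be told apart with 2 samples of each.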

How the results depend on the processing

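The alternatives were set before the data were examined, apart from viral probe scaling, the log2 values without a pseudocount, leaving out the X-linked cluster, voom on the recovered counts, all alternatives for the lists of clusters and those of the comparison with TaqMan, which were chosen after seeing the data. Of 319 alternative values of 21 results, 220 kept the direction and the side of the threshold (or stayed within the replicate spread). Numbers of called miRNAs and of called representative probes were instead counted among the 220 when within 1.5 times of the main number, whichever miRNAs were called. Where a value below changed, the cause was not tested, unless the setting itself removes samples or probes.

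Scaling. With sum scaling the mean log2 difference was 0.044 (bilateral), 0.027 (upstream), -0.064 (downstream), -0.012 (methylated groups together) and 0.099 (flat). With viral probe scaling it was 0.014 (bilateral), -0.041 (methylated together) and 0.069 (flat), and for the flat group 0.0058 with median scaling and 0.012 with quantile normalization. Scaling by 1 factor per sample leaves the difference between methylated and unmethylated miRNAs nearly as it was by construction. With quantile normalization it was -0.17 (permutation test, p = 0.0177). With sum scaling limma called 17 lower and 27 higher, and with quantile normalization 15 lower and 24 higher. With quantile normalization 2 representative probes were called.

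Filters and assignment. The upstream mean was -0.097 with a pseudocount of 10 and -0.28 above the viral probes, both past the threshold. Counting ambiguous miRNAs in every group gave -0.17 (bilateral), -0.13 (upstream) and 0.38 (depleted, no longer past the threshold). Averaging precursors within 10 kb gave 0.059 (depleted, no longer past it) and -0.090 (flat, now past it). For methylated minus unmethylated it gave -0.096, no longer past the threshold (permutation test, p = 0.148). Without the miRNA with the largest change the upstream mean was -0.14. That miRNA is a member of the X-linked cluster, so leaving out the cluster gave the same -0.14, with -0.21 for the depleted group, -0.092 for the flat group and -0.064 for methylated minus unmethylated. The depleted mean was 0.45, 0.34 and 0.23 without the 1, 2 and 3 largest changes and 0.43 when trimmed by 10% at each end. The methylated share of the top minus the bottom quartile was -2.13 percentage points over all probes.

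Tests and scale. Medians over miRNAs were 0.020 (bilateral) and -0.00035 (depleted). camera gave p values of 0.632 (bilateral, toward higher), 0.227 (downstream), 0.712 (flat, toward higher) and 0.420 (methylated together), and fry 0.130 (downstream) and 0.244 (methylated together). The Wilcoxon signed-rank test gave 0.0305 (upstream), 0.465 (depleted) and 0.00471 (flat). Mean differences in normalized counts were 12.7 (bilateral), -71.5 (upstream), -30.9 (downstream), 25.6 (depleted) and -274 (flat), and mean relative changes 0.041 (upstream), 0.20 (flat) and -0.020 (methylated together).

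Calls. Against 48 called miRNAs, limma called 82 among probes with a mean of at least 50, 74 among those above the viral probes, 84 with a trend in eBayes and 24 without the X-linked cluster, where 2 representative probes were called. The first 2 settings test fewer probes. With voom on the recovered counts limma called 85, of which 55 were lower and 30 higher and 48 were among those called without it.

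Replicates. With each replicate left out in turn, a lone sample is assumed to vary like the other genotype. The range was -0.17 to -0.0029 for the bilateral mean, -0.22 to 0.016 for the upstream mean, -0.28 to -0.10 for the downstream mean, -0.12 to 0.054 for the flat mean, -0.24 to -0.041 for the mean of the methylated groups together, and -4.44 to 6.16 percentage points for the difference in shares. For the 5 group means, the highest value is that without WT replicate 1 and the lowest that without WT replicate 2. Called miRNAs numbered 0 to 14, with 14 (1 lower and 13 higher) without WT replicate 1, 9 (1 lower and 8 higher) without WT replicate 2 and 0 without TKO replicate 1 (75 lower and 39 higher at an unadjusted p under 0.05) and without TKO replicate 2 (64 lower and 37 higher). limma called 0 representative probes in each case. The lists ranged over -0.070 to 0.076 (Dlk1-Dio3), -0.21 to -0.12 (miR-290), 1.86 to 2.09 (miR-302), -0.17 to 0.026 (let-7), 1.63 to 1.93 (X-linked). By the unadjusted p of fry, miR-290 was also no longer past the threshold with median scaling (-0.13), quantile normalization (-0.029), sum scaling (-0.033) and viral probe scaling (-0.064). let-7 changed sign with sum scaling (0.053) and viral probe scaling (0.024), and the Sfmbt2 cluster passed the threshold with quantile normalization (-0.23).

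Replicate numbers. The deviations of samples with the same number correlated at -0.0942 over all mouse probes and -0.243 above background, so no shared pattern over probes was seen. The median log2 difference of replicate 1 minus replicate 2 was 0.12 in WT and -0.081 in TKO cells, which is not a shift in the same direction. With 2 replicates of each genotype, a link between samples of the same number is not excluded. With the replicate block limma called 30 miRNAs and 1 representative probe. The methylated set then had p values of 0.342 with camera and 0.457 with fry, and the means of the miR-290 (-0.17) and X-linked (1.78) lists were not past the threshold by the unadjusted p of fry.

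Single miRNAs. The miRNAs that changed sign were not called: miR-125a-5p (0.12 with quantile normalization), miR-135b (-0.11 to 0.50 over the replicates left out), miR-186 (-0.17 to 0.22 over the replicates left out), miR-294 (0.026 with sum scaling), miR-330 (0.014 with median scaling, 0.024 with quantile normalization, 0.11 with sum scaling, 0.079 with viral probe scaling, -0.13 to 0.083 over the replicates left out), miR-467g (0.011 with sum scaling), miR-582-3p (-0.33 to 0.078 over the replicates left out), miR-691 (0.0043 with pseudocount 10, 0.023 with median scaling, 0.026 with quantile normalization, 0.12 with sum scaling, 0.087 with viral probe scaling, -0.61 to 0.59 over the replicates left out), miR-709 (0.031 with median scaling, 0.13 with sum scaling, 0.097 with viral probe scaling).

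Depth. The 328 mouse probes not above the viral probes, among them 11 of 17 representative probes, give differences between low counts. Scaling to housekeeping mRNA probes was not run, since the table has no such probes. Negative binomial models, which were listed for the case that counts could be recovered, were not run.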

Differences from the paper's values

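The paper's values here were read from Fig. 2d, whose legend gives the error bars as SEM for panel e and not for this panel. The p values come from the one-sided paired t-test over miRNAs that the legend names, with n = 22 bilateral, n = 80 downstream and n = 28 depleted miRNAs, and they are set beside those the paper prints in the panel. The paper's groups hold about 23 bilateral, about 79 downstream and about 33 depleted miRNAs in Fig. 2d, so the sets are not identical, and whether this accounts for a difference in p was not tested. Each expression quartile holds 109 miRNAs, against about 130 in Fig. 2a. Alternatives were set before the data were examined, except where a sentence says otherwise.

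For the bilateral group the p was 0.204 (n = 22 miRNAs), against the paper's about 0.12 in Fig. 2d. It came within 1.5 times of the paper's value with only miRNAs of a mean of at least 20 (0.177) or at least 50 (0.127), only those above the viral probes (0.129), precursors within 10 kb averaged (0.116) and 1 arm per precursor (0.109). It did not with the other pseudocounts, the other scalings, any replicate left out, the other assignments of ambiguous or renamed miRNAs, the linear scales or the largest change left out. Leaving out the X-linked cluster, which was chosen after seeing the values, gave 0.113.

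For the downstream group it was 0.000406 (n = 80 miRNAs), against the paper's about 0.0007 in Fig. 2d, and 0.000571 with a pseudocount of 10. No other alternative, those chosen after seeing the values included, came within 1.5 times of the paper's value.

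For the depleted group it was 0.0225 (n = 28 miRNAs), against the paper's about 0.01 in Fig. 2d. It was 0.00795 with sum scaling, 0.00756 with miRNAs of a mean of at least 50, 0.0135 without TKO replicate 1 and 0.0112 with relative changes on the linear scale. It stayed more than 1.5 times away under the other pseudocounts, scalings, filters and assignments, the other replicates left out, the difference on the linear scale, the largest change left out and 1 arm per precursor. Viral probe scaling, which was chosen after seeing the values, gave 0.0102 and a group mean of 0.68, which lies at the paper's about 0.68 in Fig. 2d. The flat mean is then 0.069 and the bilateral mean 0.014, above 0.

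The paper states that unmethylated miRNAs had no trend, unlike methylated miRNAs. In the deposited values 149 of 259 unmethylated miRNAs (57.5%) were lower in TKO cells, against 112 of 178 methylated miRNAs (62.9%), and the shares were not told apart by Fisher's exact test (p = 0.276). The shares depend on the scaling. With sum scaling they were 46.3% for unmethylated and 50.6% for methylated miRNAs, and with viral probe scaling, which was chosen after seeing the values, 50.2% and 53.4%.

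The paper states that the methylated groups were lower by the ratio of mature miRNA to pri-miRNA, whereas the legend of Fig. 2d names mature miRNA levels, and the deposited values are of mature miRNAs. The axis of Fig. 2d names WT minus TKO, while the signs of its bars match TKO minus WT in the deposited values, for example 0.58 for the depleted group.

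The paper states that the chosen methylated miRNAs differed considerably between WT and TKO cells. Of their 11 probes all were lower in TKO cells and limma called 4 after adjustment. miR-107 was also called among probes with a mean of at least 50 and among those above the viral probes. Of the alternatives chosen after seeing the values, voom on the recovered counts also called miR-107. Viral probe scaling called miR-101a but no longer miR-125a-3p. The log2 values without a pseudocount lost miR-708. Leaving out the X-linked cluster left only miR-1947 and miR-582-5p. Of the alternatives set before, a pseudocount of 10 and sum scaling called 3 probes each, quantile normalization 2 and the replicate block 1.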

Other observations

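All tests of explanations below were chosen only after the results were seen. The use of voom was also chosen then. The comparison with TaqMan was planned, without its alternatives.

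The rise of the depleted group may come from the X-linked cluster alone. Without its 10 probes the mean log2 difference of the group was -0.21, below 0 like that of the methylated groups.

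The lower level of methylated against unmethylated miRNAs could likewise come from that cluster, which holds 18 unmethylated and 3 methylated probes. Without it the difference between the classes was -0.064 (permutation test over miRNAs, p = 0.233). Noise of probes near background stays open. The difference was -0.40 among probes above the viral probes (permutation test, p = 0.00945), but a probe is placed above them by its mean over all 4 samples, so that probes of the cluster pass by their rise in TKO cells. Of those above, without the cluster, 70 methylated miRNAs had a mean of -0.26 and 98 unmethylated miRNAs a mean of -0.15, a difference of -0.11 (permutation test, p = 0.301).

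Whether the methylated groups are lower at all cannot be told apart from the scaling of the samples. Their mean was -0.14 as deposited, -0.11 with median scaling, -0.094 with quantile normalization, -0.041 with viral probe scaling and -0.012 with sum scaling. The table names no probes that set the zero point.

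The source data of Supplementary Fig. 3b give the paper's TaqMan levels of mature miRNAs in TKO relative to WT cells. The paper's log2 ratio was compared with the NanoString difference over 9 miRNAs that could be matched to a probe. Of the unmethylated representatives only miR-691 was among them, so the comparison rests almost wholly on methylated miRNAs. Spearman's rho was 0.483 (exact permutation test, p = 0.194) and Pearson's r was 0.682 (exact permutation test, p = 0.0598). With Benjamini-Hochberg adjustment over the 12 correlations computed here, the adjusted p values were 0.388 and 0.297. Without the 2 miRNAs farthest from the median on the TaqMan axis, which lie at its opposite ends (miR-125a-3p and miR-691), rho was 0.179 (exact permutation test, p = 0.713) and r was 0.317 (exact permutation test, p = 0.477). Without the 2 largest TaqMan changes (miR-125a-3p and miR-1947) rho was 0.321 (exact permutation test, p = 0.498) and r was 0.697 (exact permutation test, p = 0.158). The source data name miR-449 without its letter, which was read as miR-449a, the member the paper names among its representatives. Without it rho was 0.429 (exact permutation test, p = 0.299) and r was 0.702 (exact permutation test, p = 0.0744). The source data also name miR-582 without its arm, and it was left out for that reason. Added as its 5p arm it gave 0.552 (permutation test, p = 0.106) and 0.719 (p = 0.0258), and as its 3p arm 0.333 (permutation test, p = 0.349) and 0.359 (p = 0.317), so the choice of arm decides whether Pearson's r passes the threshold before adjustment. After it, none of the 12 passed, and the lowest adjusted p was 0.297. The correlation is across miRNAs, which are not independent replicates.

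Of the other lists, the Sfmbt2 cluster had a mean log2 difference of -0.30 over 33 probes (fry from limma, adjusted p = 0.0723, 28 of 33 lower). limma called 0 of them after adjustment, 10 had an unadjusted p under 0.05, and with voom on the recovered counts 5 were called. The mean stayed below 0 under the 5 scalings. The Dlk1-Dio3 cluster had a mean of 0.0028 over 63 probes (fry from limma, adjusted p = 0.745), with 0 called, 4 at an unadjusted p under 0.05 and 0 called with voom. camera, which presets the correlation between miRNAs, gave adjusted p values of 0.0214 for the Sfmbt2 cluster and 0.105 for the Dlk1-Dio3 cluster, so its call of the former does not hold under fry. The paper names miR-182 and miR-135b, in the context of breast tumours, as methylated upstream of the precursor. Both are in the flat group of mouse miRNAs in Supplementary Data 1, so their values here are not those of a methylated group. miR-182 (-0.57, adjusted p = 0.211 from limma) and miR-135b (0.20, adjusted p = 0.696) were not called.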
